# Co-overexpression of the Constitutively Active Form of OsbZIP46 and ABA-Activated Protein Kinase SAPK6 Improves Drought and Temperature Stress Resistance in Rice

**DOI:** 10.3389/fpls.2017.01102

**Published:** 2017-06-26

**Authors:** Yu Chang, Ba Hoanh Nguyen, Yongjun Xie, Benze Xiao, Ning Tang, Wenliu Zhu, Tongmin Mou, Lizhong Xiong

**Keywords:** drought stress, co-overexpression, bZIP transcription factor, SNF-1 related protein kinase, genetic transformation, transcriptome

## Abstract

Drought is one of the major abiotic stresses threatening rice (*Oryza sativa*) production worldwide. Drought resistance is controlled by multiple genes, and therefore, a multi-gene genetic engineering strategy is theoretically useful for improving drought resistance. However, the experimental evidence for such a strategy is still lacking. In this study, a few drought-responsive genes from rice were assembled by a multiple-round site-specific assembly system, and the constructs were introduced into the rice cultivar KY131 via *Agrobacterium*-mediated transformation. The transgenic lines of the multi-gene and corresponding single-gene constructs were pre-evaluated for drought resistance. We found that the co-overexpression of two genes, encoding a constitutively active form of a bZIP transcription factor (*OsbZIP46CA1*) and a protein kinase (*SAPK6*) involved in the abscisic acid signaling pathway, showed significantly enhanced drought resistance compared with the single-gene transgenic lines and the negative transgenic plants. Single-copy lines of this bi-gene combination (named XL22) and the corresponding single-gene lines were further evaluated for drought resistance in the field using agronomical traits. The results showed that XL22 exhibited greater yield, biomass, spikelet number, and grain number under moderate drought stress conditions. The seedling survival rate of XL22 and the single-gene overexpressors after drought stress treatment also supported the drought resistance results. Furthermore, expression profiling by RNA-Seq revealed that many genes involved in the stress response were specifically up-regulated in the drought-treated XL22 lines and some of the stress-related genes activated in CA1-OE and SAPK6-OE were distinct, which could partially explain the different performances of these lines with respect to drought resistance. In addition, the XL22 seedlings showed improved tolerance to heat and cold stresses. Our results demonstrate that the multi-gene assembly in an appropriate combination may be a promising approach in the genetic improvement of drought resistance.

## Introduction

Drought, one of the major abiotic stresses which was faced by the ancestors of modern rice cultivars about ten thousand years ago, is still the major limiting factor of modern rice (*Oryza sativa*) production worldwide, and will still be in the foreseeable future (Sweeney and McCouch, 2007; Lobell and Tebaldi, 2014; Lesk et al., 2016). Despite over 400 million years of evolution of the plant itself, and many generations of crop domestication, it is evident that enormous potential for the genetic improvement of crop yield under unfavorable environmental conditions still remains (Boyer, 1982; Rodriguez and Redman, 2008; Atwell et al., 2014). Since rice is responsible for the feeding of a large part of the world’s population, great efforts have been directed to the genetic and molecular studies and the improvement of its drought resistance in recent decades (Luo, 2010; Hu and Xiong, 2014).

Generally, the generation of a rice cultivar with enhanced abiotic stress resistance is achieved by two approaches: classical genetics and reverse genetics. The former approach, which consists of trait identification, mapping, and elite line construction, is known for being labor intensive and time-consuming (Luo, 2010; Khan et al., 2016). Given the fact that the effects of stress response controlling QTLs are usually minor, very few successful studies using classical genetics approaches have been reported in rice. On the other hand, with the advent of the genomics era, studies on the molecular mechanisms of abiotic stress responses in rice have been substantial, and a large number of candidate genes have been characterized, especially in recent years (Hu and Xiong, 2014; Yoshida et al., 2014; Todaka et al., 2015; Khan et al., 2016).

According to published data, the application of knowledge obtained in reverse genetics studies might be both promising and challenging. It is noteworthy that a large number of reported candidate genes have not been examined for their genetic effects in field conditions or did not exhibit significant effects in their field performance under unfavorable environmental conditions, especially drought stress (Gaudin et al., 2013; Todaka et al., 2015). Except for a handful of successful examples, the remaining exiguous reports stating better field performance with their candidate genes often cannot fully satisfy the demand for agricultural production (Hu et al., 2006; Shen et al., 2015; Todaka et al., 2015; Lee et al., 2016). It is common for these researchers to only test transgenic lines with the overexpression or suppression of a single gene. For example, we have evaluated the drought resistance of several well studied drought-responsive genes in field conditions, and have noticed that the contribution of the overexpression of a single gene was indeed limiting (Xiao et al., 2007, 2009). Thus, just like many researchers have proposed, the strategy of multi-gene assembly, overexpressing two or more genes in a single transgenic plant, might be a practical solution in this situation. Unfortunately, there are very few reports in crop species confirming the application of this strategy, and most of these researches used the marker-assisted strategy and cross breeding instead of genetic transformation (Kang et al., 2016; Shamsudin et al., 2016a,b). The absence of such reports may be partially due to technical challenges in constructing multi-gene assembly vectors, since the construction of multi-gene vectors is often labor intensive and requires specialized vector systems and strains (Li and Elledge, 2005; Chen et al., 2010; Sun et al., 2013). Another challenge for multi-gene assembly is the selection of multiple genes that will have additive genetic effects according to our knowledge.

The abscisic acid (ABA) signaling pathway, which is regarded as the central signaling pathway of abiotic stress response in plants, has been well characterized, and the PYL/RCAR-PP2C-SnRK2 core signaling module has been established (Umezawa et al., 2010; Yoshida et al., 2014). A typical ABA signaling pathway consists of four major components: (i) soluble ABA receptor PYR/PYL/RCAR (Ma et al., 2009; Santiago et al., 2009; Yin et al., 2009); (ii) clade A protein phosphatase 2C, a negative regulator of the downstream signaling pathway by dephosphorylation of SnRK2 protein kinases in the absence of ABA (Umezawa et al., 2009; Bhaskara et al., 2012); (iii) SNF-1 related protein kinase 2 (SnRK2), a positive regulator that can phosphorylate and activate downstream transcription factors (Fujita et al., 2009; Soon et al., 2012); (iv) ABA-responsive element binding factor (ABF/AREB), the third subfamily of bZIP transcription factor that can induce the transcription of ABA-responsive genes (Choi et al., 2000; Yoshida et al., 2010). It has been reported in various plant species that the activity of bZIP transcription factors is regulated by SnRK2s through phosphorylation (Johnson et al., 2002; Kagaya et al., 2002; Kobayashi et al., 2005; Nakashima et al., 2009). Our studies also revealed that the ABA-responsive bZIP transcription factors OsbZIP23 and OsbZIP46 play essential roles in drought resistance in rice, and these transcription factors can be activated by SnRKs including SAPK2 and SAPK6 (Xiang et al., 2008; Tang et al., 2012; Zong et al., 2016). In addition, it has been reported that SAPK6 can also phosphorylate and activate the bZIP transcription factor OREB1, indicating its broad substrate specificity and vital regulatory role in the ABA signaling pathway (Chae et al., 2007). Therefore, it can be predicted that the bZIP transcription factors and SAPKs in the ABA signaling pathway may be potential candidate genes for multi-gene assembly for improving drought resistance.

OsbZIP46, a member of the third subfamily of bZIP transcription factors in rice, has been identified as an abiotic stress responsive gene in the previous study (Tang et al., 2012). Overexpression of the native form of OsbZIP46 did not show significant effect on drought resistance, whereas overexpression of OsbZIP46CA1, a truncated and constitutively active form of OsbZIP46 with the deletion of the negative regulatory domain D, significantly increased the resistance to drought stress both at the seedling and the reproductive stage (Tang et al., 2012). Besides, the genes up-regulated by the overexpression of OsbZIP46CA1 were distinct from those up-regulated by the other members of the third subfamily, implying its unique potential in genetic engineering of drought resistance in rice.

In this study, an overexpression cassette harboring the constitutively active form of *OsbZIP46* (*OsbZIP46CA1*) (Tang et al., 2012) and *SAPK6* were assembled and transformed into the rice cultivar KY131, the main cultivated rice variety in Northeast China, to generate a co-overexpressor (named XL22). The performance of XL22, the corresponding single-gene overexpressors (CA1-OE and SAPK6-OE), and negative transgenic plants (KY131-N) were tested under drought, heat, and cold stress conditions. The results showed that the XL22 transgenic lines exhibited better performance under the drought stress conditions at both the seedling and reproductive stages compared to the CA1-OE, SAPK6-OE, and the negative transgenic lines. The XL22 seedlings were also more tolerant to both heat and cold stresses. Furthermore, transcriptome profiling of XL22, CA1-OE, and SAPK6-OE plants under drought stress treatment revealed that more genes involved in drought response were up regulated in XL22. This study provides supporting evidence of multi-gene assembly for improving drought resistance in rice.

## Materials and Methods

### Generation of Transgenic Rice Plants

To construct XL22, the coding sequences (CDSs) of *OsbZIP46CA1* (Tang et al., 2012) and *SAPK6* (LOC_Os02g34600.1) were amplified from the total cDNA of rice leaves and assembled according to the structure shown in **Figure 1A** via the published procedure of multiple-round *in vivo* site-specific assembly (MISSA) (Chen et al., 2010). The CDSs were also cloned into the binary expression vector pCB2004 (Lei et al., 2007) by the Gateway^TM^ cloning technique^1^ (Invitrogen^TM^) to construct CA1-OE and SAPK6-OE, respectively. The constructs were then introduced into the rice cultivar KY131 (*Oryza sativa L. ssp japonica* cv) via *Agrobacterium*-mediated transformation according to established methods (Hiei et al., 1994; Lin and Zhang, 2005). Negative transgenic plants derived from XL22 transgenic lines (KY131-N) were used as controls.

**FIGURE 1:**
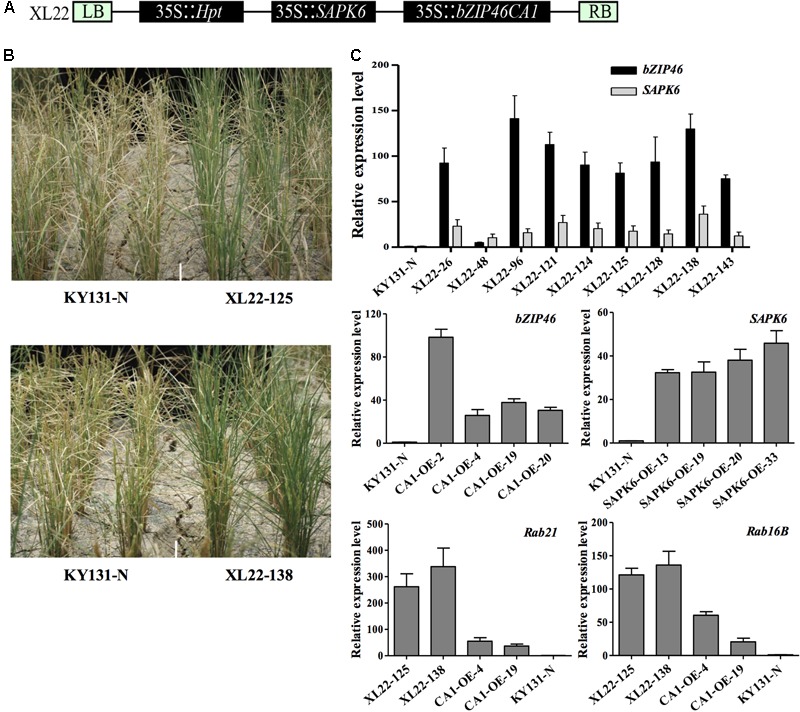
Construction and characterization of transgenic materials. **(A)** Schematic representation of the T-DNA region in XL22. The construct consists of three expression cassettes (35S::*Hpt*, 35S::*OsbZIP46CA1*, and 35S::*SAPK6*), each driven by a CaMV 35S promoter and terminated by a NOS terminator. **(B)** Enhanced drought resistance of the T_1_ XL22 transgenic families during the pre-screening of drought resistance in the field. **(C)** Real-time quantitative PCR analysis of transcript levels in T_2_ generation transgenic seedlings. The relative expression level was calculated via the 2^-ΔΔ^*^C^*^T^ method with *ubiquitin* (LOC_Os03g13170) as an internal control. Error bars indicate the standard deviation (SD) based on three replicates.

### RNA Extraction and Gene Expression Analysis

The total RNA of rice leaves was extracted using TRIzol^®^ reagent (Ambion^TM^, Lot No. 15596018) according to the manufacturer’s instructions. The quality and quantity of the total RNAs were evaluated using a NanoDrop^TM^ 2000 (Thermo Scinetific^TM^, Waltham, MA, United States). The DNase treated RNA was reverse transcribed using Moloney murine leukemia virus (M-MLV) reverse transcriptase (Invitrogen^TM^, Lot No. 28025013) and *OsActin* (LOC_Os03g50885) was amplified as a control to identify the quality of the cDNA. The product cDNA was diluted 10 times with ddH_2_O from which 2 μL was used as the template for Real-time quantitative PCR (qPCR) with 5 μL PowerUp^TM^ SYBR^®^ Green Master Mix (Applied Biosystems^TM^, Lot No. A25778), 10 μM forward and reverse primers (0.5 μL for each), and 2 μL ddH_2_O. The qPCR was performed using a Quant Studio 6 Flex Real-Time PCR System (Applied Biosystems^TM^). Thermal cycling conditions for qPCR were as follows: 50°C for 2 min, 95°C for 2 min, followed by 40 cycles of 95°C for 1 s, 60°C for 30 s. The primers used for qPCR are shown in Supplementary Table S1. The relative expression level was calculated via the 2^-ΔΔ^*^C^*^T^ method using *Ubiqutin* (LOC_Os03g13170) as an internal control (Livak and Schmittgen, 2001).

### Southern Blot Hybridization

Genomic DNA was extracted from the leaves of transgenic plants using Plant DNAzol reagent (Invitrogen^TM^, Lot No. 10978021). Southern hybridization was performed according to the standard method (Southern, 2006). In brief, about 4 μg of total DNA was digested overnight with *Eco*R I and then separated by electrophoresis in a 0.8% agarose gel using 1× TAE buffer. After electrophoresis, the gel was denatured and transferred onto a Hybond^TM^-N^+^ membrane (GE Healthcare^TM^, Lot No. RPN1576). The blot was hybridized with the DIG-labeled *Hygromycin phosphotransferase* (*Hpt*) gene probes (for the XL22 lines) and the *phosphinothricin acetyl transferase* (*Bar*) gene probes (for the CA1-OE and SAPK6-OE lines) and exposed to X-ray film for signal detection. DNA probe preparation, hybridization, membrane washing, and signal detection were performed according to the protocols within the PCR DIG Probe Synthesis Kit (Roche^TM^, Lot No. 11636090910). The primers used for probe amplification are listed in Supplementary Table S1.

### ABA Sensitivity Test of the Transgenic Plants

For ABA treatment of the transgenic plants, seedlings from the transgenic lines and KY131-N were shelled and disinfected (through treatment with 75% ethanol for 2 min, 0.15% HgCl_2_ for 10 min, and washing in several changes of sterile water) before germinating on 1/2 strength MS (Murashige-Skoog) medium. After germinating for 4 days in a dark culture condition, the seedlings with identical growth status were selected and transferred to a lucent square box (10 plants per line, three repeats) containing normal 1/2 strength MS medium or 1/2 strength MS medium with 3 μM ABA. After growth for 10 days, the phenotype was recorded and the plant length was measured.

### Stress Tolerance Testing of Transgenic Rice at the Seedling Stage

For drought stress testing at the seedling stage, 1-week-old seedlings of the bi-gene and single-gene overexpression lines (12 plants each, three repeats) were grown in a half-and-half manner in barrels filled with a mixture of soil and sand (1:1). At the 4-leaf stage, watering was stopped and the soil water content was monitored by TRIME-PICO32 (IMKO Micromodultechnik GmbH, Ettlingen, Germany) on the basis of time domain reflectometry (TDR). After the mean TDR value was kept below 25 for 7 days, the plants were recovered by ample watering. Then the survival rates were recorded after recovery for 7 days. For heat and cold stress testing at the seedling stage, 1-week-old seedlings of the transgenic lines and KY131-N were grown in barrels filled with paddy soil (the same as which was utilized in drought stress testing, 12 plants each, three repeats). At the 4-leaf stage, the plants were moved into a growth chamber and treated with temperature stress at 42°C for 12 h (for heat stress), or moved into a cold room at 4°C for 5 days (for cold stress) and then returned to normal conditions for 7 days before the survival rate was recorded.

### Water Loss Rate Measurement

The water loss measurement was conducted as described previously (Fang et al., 2015). Detached leaves from the 4-leaf-old rice plants were cut and exposed to air at room temperature and weighed at the designated times. The water loss rate was expressed as (m_0_–m_n_)/m_0_ × 100% (m_n_: weight of the leaves at the indicated time point; m_0_: weight of the leaves at the start point). Leaves from six plants were collected as one of the three replicates for each tested transgenic line.

### Drought Resistance Testing of Transgenic Rice at the Reproductive Stage

For drought stress testing at the reproductive stage, the plants were grown in a paddy field facilitated with a movable rain-off shelter during the summer of 2016 in Wuhan, Hubei Province, China. The transgenic lines and KY131-N were planted following a randomized block design with four families for each overexpressor. Ten plants for each family were planted in two rows (one plot) with a planting density similar to real agricultural fields. A plot of the co-overexpression family was inserted between two plots of the corresponding single-gene transgenic families, and the KY131-N control was planted after every three of such plots to form a block. Drought stress was applied by stopping watering at the booting stage (about 2 weeks before flowering) in the field, and drought stress was considered to take place when the mean TDR value of a block was less than 25. The drought condition was kept for 14 days before re-watering. The mean TDR value was kept between 40 and 60 in the subsequent 30 days to simulate a moderate drought condition. The same set of materials were planted in the fully irrigated paddy field in the same period as controls for the RNA-Seq analysis. Yield, filling rate, panicle number, grain number, biomass, and spikelet number of the drought treated plants were evaluated as previously described (Xiao et al., 2009).

### RNA-Seq and Analysis

In this study, total RNA for the RNA-Seq analysis was extracted from the second upper leaves of ten plants for each transgenic line both exposed to severe drought stress treatment (mean TDR value <25 for 5 days) and grown in a well irrigated field using TRIzol^®^ reagent (Ambion^TM^, Lot No. 15596018) according to the manufacturer’s protocol. Two independent transgenic lines for each overexpressor were sampled in both condition and were regarded as two biological replicates. RNA-Seq was performed by Novogene Bioinformatics Technology Co. Ltd (Tianjin, China) with Hiseq-PE150 (Illumina, Inc. San Diego, CA United States) and the raw data was analyzed using the software package of Transcriptome Analysis with Reference Genomes in the BMKCloud cloud server^2^. The quantification of the gene expression levels was estimated by fragments per kilobase of transcript per million fragments mapped (FPKM) (Trapnell et al., 2010). A value of |log_2_(foldchange)|≥ 1 (FDR < 0.01) was set as the threshold for differentially expressed genes (DEGs). Gene Ontology (GO) enrichment analysis of the DEGs was implemented by the GOseq R packages based on the Wallenius non-central hyper-geometric distribution (Young et al., 2010). Enrichment of the DEGs in the KEGG pathways was analyzed using KOBAS software (Mao et al., 2005). Rice protein–protein interaction (PPI) data from the STRING database^3^ was used to predict the PPIs of these DEGs (Snel et al., 2000). A combined score >0.5 was set as the threshold for the predicted PPI pairs. Then the PPI networks were visualized in Cytoscape (Shannon et al., 2003).

### Rice Protoplast Transformation and Transcriptional Activity Assay

Rice protoplasts were isolated from KY131 seedlings according to the reported method (Xie and Yang, 2013). To assess the transcriptional activity of OsbZIP46FL (the native full length form of OsbZIP46) and OsbZIP46CA1 in the presence or absence of SAPK6 in rice protoplasts, the coding sequences of the corresponding genes were cloned into the *Bam*H I and *Kpn* I sites of the effector vectors. And the reporter construct harboring the gene for Firefly luciferase (fLuc) driven by the 1.7 kb promoter of the OsbZIP46 targeting gene *RAB21* was generated according to the previous study (Tang et al., 2016). The construct containing the Renilla luciferase (rLuc) gene driven by the *Arabidopsis UBIQUITIN3* promoter (Hao et al., 2011) was used as an internal control. The effector, reporter, and internal control plasmids, in a ratio of 5:5:1, were co-transfected into rice protoplasts. The luciferase activities were measured using the Dual Luciferase Reporter Assay System (Promega, Lot No. E1910) according to the manufacturer’s instructions. The relative luciferase activity was expressed as the ratio of fLuc/rLuc.

### Accession Numbers

Sequence data in this article is accessible in the GenBank or EMBL databases with the following accession numbers: OsbZIP46, LOC_Os06g10880; SAPK6, LOC_Os02g34600; RAB16B, LOC_Os11g26780, RAB21, LOC_Os11g26790. The RNA-Seq data were deposited in the Gene Expression Omnibus under accession number GSE98775.

## Results

### Construction and Validation of the Co-overexpression Transgenic Lines

In order to generate transgenic rice overexpressing multiple abiotic stress responsive genes, multi-gene assembly vectors were constructed using the MISSA system (Chen et al., 2010) and were transformed into the rice cultivar KY131 (*Oryza sativa* L. ssp. *japonica*) by *Agrobacterium*-mediated transformation (Lin and Zhang, 2005). The corresponding single-gene overexpression constructs were built using pCB2004 (Lei et al., 2007) as the backbone and transformed by the same method. For an initial screening of the multi-gene combinations, six drought-responsive rice genes were included for the multi-gene assembly in different combinations.

We identified the transgene copy number of all the T_0_ transgenic plants by southern blot (Supplementary Figure S1) and checked the transcription level of each transgene in the mixed leaf tissues of T_1_ families derived from the single copy T_0_ plants using Real-time quantitative PCR (qPCR). Drought resistance was pre-evaluated in the T_1_ generation in a paddy field facilitated with a movable rain-off shelter to find candidate multi-gene overexpression lines with improved drought resistance compared with the corresponding single gene overexpression lines and negative transgenic plants (KY131-N) for further study.

During the pre-evaluation, the transgenic lines of a bi-gene construct XL22, co-overexpressing the constitutively active form of a stress responsive bZIP transcription factor gene *OsbZIP46* (*OsbZIP46CA1*) and a SnRK2 gene *SAPK6*, exhibited better drought resistance based on visual evaluation of leaf death at the reproductive stage (**Figure 1B**). This co-overexpressor, along with the corresponding single-gene overexpressors, was chosen for further study.

It has been reported that the CaMV 35S promotor used in this study can cause transgene silencing in some cases (Mishiba et al., 2005; Weinhold et al., 2013). Thus, before starting subsequent abiotic stress testing, we confirmed that *OsbZIP46CA1* and *SAPK6* were overexpressed as expected (**Figure 1C**). Two dehydrin genes, *Rab21* and *Rab16B*, which were up-regulated by the overexpression of *OsbZIP46CA1* in the previous study (Tang et al., 2012) were also strongly induced in the XL22 seedlings (**Figure 1C**). This indicates that at least the cassette of 35S::*OsbZIP46CA1* was functional. Furthermore, we tested the ABA sensitivity of XL22 plants at the post germination stage. As shown in **Figure 2**, after 15 days of growth, the phenotype of all the transgenic lines and KY131-N planted on the control 1/2 strength MS medium was identical, while the CA1-OE lines were hypersensitive to ABA compared with KY131-N, which was consistent with our previous study (Tang et al., 2012). Since SAPK6 is a positive regulator of ABA signaling, the ABA hypersensitive phenotype of SAPK6-OE was also as expected (Chae et al., 2007). The shoot lengths of the XL22 lines were significantly shorter than those of the CA1-OE and SAPK6-OE lines, and KY131-N. This result suggested that all of the constructs were functional as expected for ABA sensitivity, and the co-overexpression of *OsbZIP46CA1* and *SAPK6* may have an additive effect on the ABA response.

**FIGURE 2:**
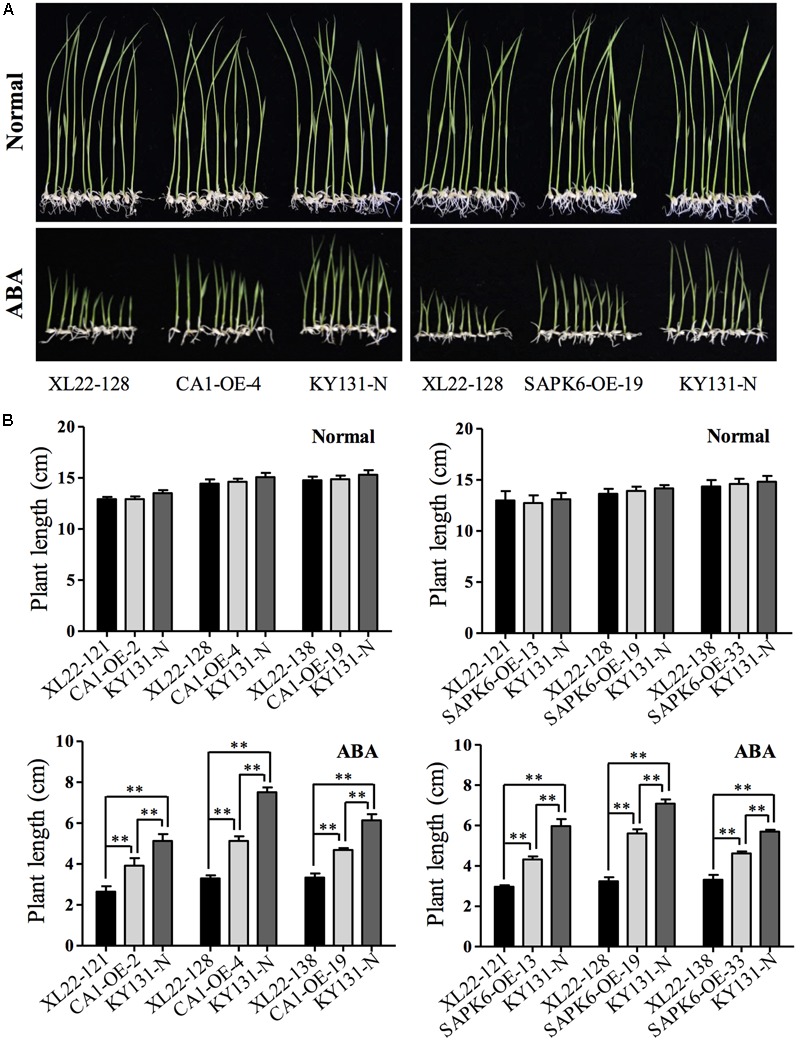
Increased ABA sensitivity of the XL22 seedlings. **(A)** Performance of KY131-N and one of the three tested independent transgenic lines of XL22, CA1-OE, and SAPK6-OE seedlings planted in 1/2 strength MS medium containing 3 μM ABA or normal 1/2 strength MS medium. **(B)** Plant lengths of three independent lines for each construct and KY131-N grown on the normal or ABA-containing 1/2 strength MS medium. The plant length, not including the root, was measured on the 15th day after germination when the photos in **(A)** were taken. Columns represent the average plant length of three independent biological replicates (10 seedlings each) and error bars indicate the standard error (SE). Asterisks indicate the significant difference (^∗∗^*P* < 0.01; ^∗^*P* < 0.05) by Student’s *t*-test).

### Enhanced Drought Resistance of the XL22 Transgenic Plants

To evaluate the performance of XL22 under drought stress conditions, four independent transgenic lines for each of the overexpressors (XL22, CA1-OE, and SAPK6-OE) and KY131-N were tested for drought resistance in the same paddy field as in the pre-screening experiment. The water supply was cut off when the plants grew near the reproductive stage and the soil water content was measured on the basis of time domain reflectometry (TDR). Drought stress was considered to take place when the mean TDR value of a block was below 25 (the value was 100 for the water-saturated soil). After 2 weeks of severe drought stress treatment, we re-watered the field by spraying water to maintain the mean TDR value between 40 and 60, which was associated with a moderate drought condition for paddy rice cultivation. After a month of such moderate drought stress treatment, XL22 transgenic lines exhibited better performance in agronomic traits over both single-gene overexpressors and KY131-N (**Figures 3A,B**). As shown in **Figure 3C** and Supplementary Table S2, biomass, grain number, spikelet number, and yield per plant for at least three XL22 lines were significantly higher than those of the single gene overexpressors and KY131-N. The average numbers of panicles for XL22-125 and XL22-138 were also significantly higher than those of the single gene overexpressors and KY131-N. It should be mentioned that some KY131-N plants were completely infertile even after a long period of recovery, while all of the overexpressor plants retained a certain amount of grain yield.

**FIGURE 3:**
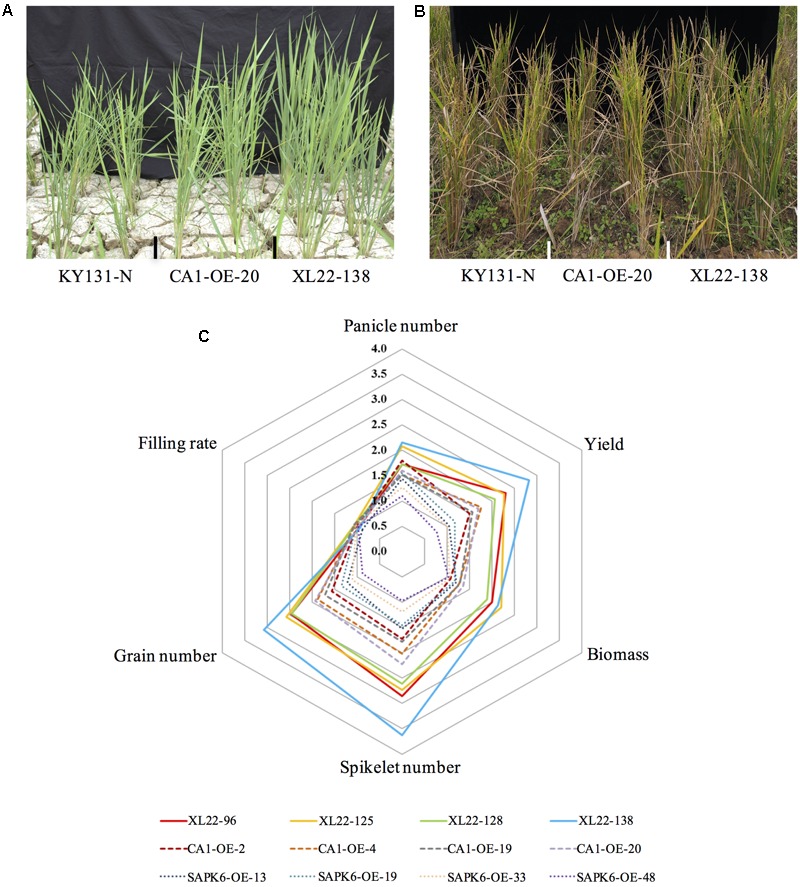
Enhanced drought resistance of the XL22 transgenic lines. **(A)** The plant performance of XL22, CA1-OE, and KY131-N at the beginning of the drought stress treatment. **(B)** The plant performance after one-month of recovery from the drought stress treatment. **(C)** Comparison of the agronomic traits of all the overexpressors measured after the recovery. The radar plot shows the relative average values of panicle number, yield, biomass, spikelet number, grain number, and filling rate, which are normalized to those of KY131-N (set as 1 in the plot).

In addition, we tested the drought resistance of 4-leaf-old transgenic seedlings grown in pots. After 7 days of drought stress treatment with the mean TDR value in the pots reached 25, the seedlings were watered for recovery. As is shown in **Figure 4A**, the seedlings of XL22 exhibited weaker symptom of leaf rolling compared to the single gene overexpressors subjected to the same drought stress. And XL22 transgenic lines exhibited significantly greater survival rates when compared with the CA1-OE and SAPK6-OE lines after the recovery (**Figures 4A,B**). Furthermore, the water loss rates of detached leaves from the XL22 lines were significantly lower than those of the CA1-OE and SAPK6-OE lines (**Figure 4C**). These results indicate that co-overexpressing *OsbZIP46CA1* and *SAPK6* can enhance drought resistance better than over-expressing these genes individually.

**FIGURE 4:**
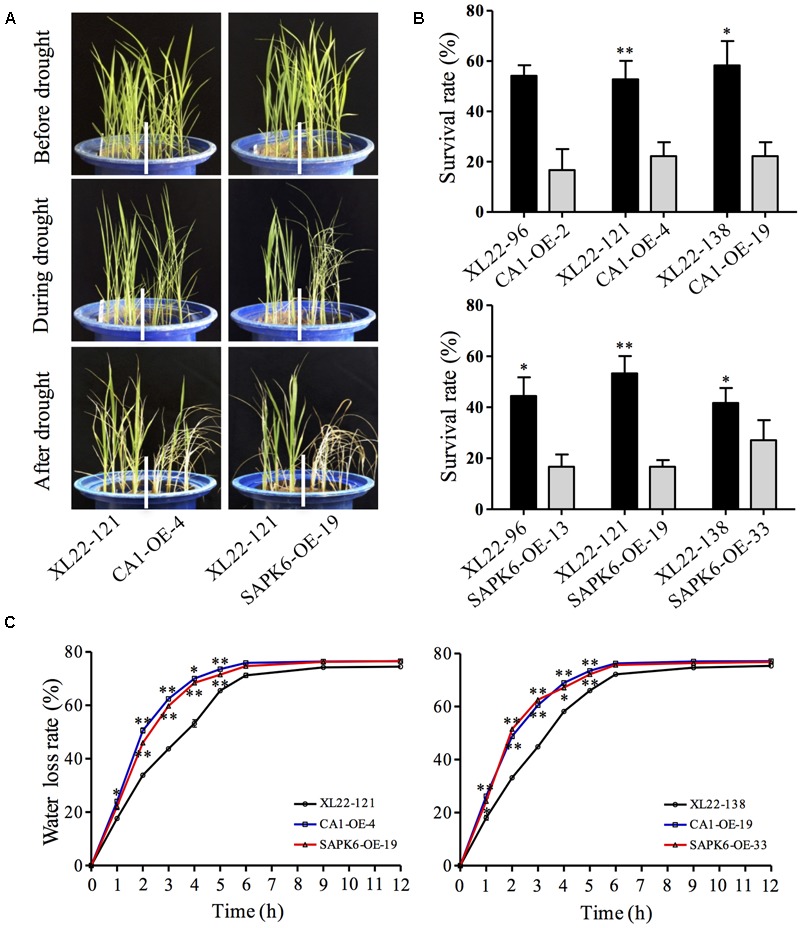
XL22 plants were more resistant to drought treatment at the seedling stage. **(A)** Seedling performance of one of the three tested independent XL22, CA1-OE, and SAPK6-OE lines in pots before, during, and after drought stress treatment. **(B)** Survival rates of drought-treated seedlings after recovery. **(C)** Water loss rates of detached leaves from the seedlings of XL22, CA1-OE, and SAPK6-OE at the indicated time intervals. Error bars in **(B)** and **(C)** indicate the SE based on three independent replicates. Asterisks indicate the significant difference (^∗∗^*P* < 0.01; ^∗^*P* < 0.05) by Student’s *t*-test.

### The XL22 Transgenic Lines Showed Improved Heat and Cold Tolerance

In addition to drought stress, extreme temperature stresses including heat and cold are another threat to rice production. To evaluate whether the co-overexpression of *OsbZIP46CA1* and *SAPK6* has an effect on heat or cold tolerance, 4-leaf stage seedlings of three independent lines for each overexpressor and KY131-N were treated with temperature stress at 42°C for 12 h or at 4°C for 5 days, and were recovered for 7 days under normal growth conditions. The results showed that XL22 seedlings were less sensitive to heat or cold stress, and only exhibited slight leaf rolling during treatment (**Figures 5A,B**). In both treatments, the survival rates of the XL22 lines were significantly greater than the single gene overexpressors and KY131-N after recovery (**Figures 5C,D**), indicating enhanced heat and cold tolerance for the XL22 transgenic plants.

**FIGURE 5:**
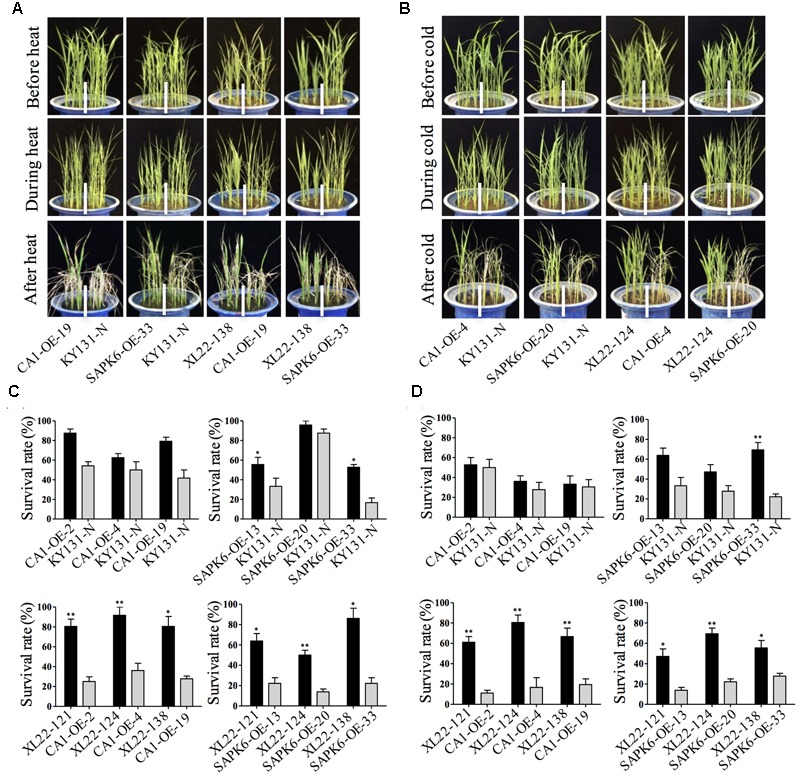
XL22 seedlings were more tolerant to extreme temperature. **(A,B)** The phenotypes of the XL22, CA1-OE, SAPK6-OE lines and KY131-N before, during, and after heat **(A)** and cold **(B)** stress treatment, respectively. **(C,D)** Survival rates were measured after recovery from heat **(C)** and cold **(D)** treatment, respectively. Error bars indicate the SE of three replicates. Asterisks indicate the significant difference (^∗∗^*P* < 0.01; ^∗^*P* < 0.05) by Student’s *t*-test).

### Transcriptome Profiling of the XL22 Transgenic Plants

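The RNA-Seq data comprised 12 samples from 6 transgenic lines, with 1 sample per line from drought-stressed plants and 1 from well irrigated plants. The lines were XL22-125 and XL22-138, CA1-OE-4 and CA1-OE-19, and SAPK6-OE-19 and SAPK6-OE-33, all in the background of the japonica cultivar KY131. In XL22, OsbZIP46CA1 (a constitutively active form of the bZIP transcription factor OsbZIP46) and SAPK6 (a protein kinase of the SnRK2 family, which acts in ABA signaling) are each driven by the CaMV 35S promoter, whereas CA1-OE and SAPK6-OE overexpress only one of these genes. The 2 lines of an overexpressor were treated as biological replicates, as in the paper, so n = 2 in each of the 6 groups of overexpressor and condition. The RNA of a sample came from the second upper leaves of 10 plants. Samples of KY131-N plants, which would show the drought response without a transgene, were not in the files analysed here. The drought-stressed and the irrigated plants also stood in fields with different water regimes, so any other difference between the plots is part of the drought contrast.
The total count on genes was 30009408 for XL22-125 and 31308590 for XL22-138 under drought, and 30633722 and 30387841 for the same lines under normal conditions. For CA1-OE-4 and CA1-OE-19, the totals were 25028360 and 28830790 under drought and 26568862 and 30500795 under normal conditions. SAPK6-OE-19 and SAPK6-OE-33 had 30487991 and 26826497 counts under drought and 30450965 and 30290885 under normal conditions. With 3 counts taken as the smallest detectable amount, the detection floor lay between 0.0958 and 0.12 CPM (counts scaled to the total of the sample).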

To elucidate possible molecular mechanisms of the improved drought resistance of XL22, the transcriptomes of XL22, CA1-OE, and SAPK6-OE plants under both severe drought stress and normal growth conditions were analyzed by RNA sequencing (RNA-Seq). The expression profile changes caused by drought stress treatment in the XL22 plants were compared to those in the CA1-OE and SAPK6-OE plants. 

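The authors deposited, for each sample, the number of fragments counted on each gene without normalization, the FPKM value and a rescaled count. The counts were used here. Of 55627 genes in the files, 54489 carry a LOC_Os locus identifier and 953 are listed as new genes without one. Genes with too few counts for a test were removed with edgeR's filterByExpr (minimum count 10), which left 23404 genes. Library sizes were adjusted with TMM factors, which ranged from 1.166 to 1.215 in the drought samples and from 0.7927 to 0.8614 in the normal samples. The composition of the libraries differed between the conditions too, but its part in the TMM difference was not tested. The most abundant gene of every normal sample, LOC_Os11g47970, took between 2.89% and 3.96% of the counts, while no gene took more than 0.99% in a drought sample, and the 50 most abundant genes together held 17.19% to 20.39% of the counts in the normal samples and 11.33% to 12.25% in the drought samples. CPM values, other than the detection floor, were scaled to the TMM-adjusted library sizes. One quasi-likelihood model of the 6 groups was then fitted to all 12 samples, so that every comparison shared one estimate of the spread between lines. The square root of the common dispersion, which expresses the variation between lines of a group, was 14.8%. The drought response of an overexpressor was the contrast of its drought samples with its normal samples, and p-values were adjusted by the Benjamini-Hochberg method. A difference in drought response between a pair of overexpressors was tested as such, by the interaction contrast of the same model.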

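The drought treatment was the main source of variation among the 12 samples. The PC1 of the log2 CPM values held 75.38% of the variance and separated the 6 drought samples, with scores from -124.3 to -112.6, from the 6 normal samples, with scores from 99.44 to 133.6. PC2 held 7.536% and separated the XL22 lines, with scores of 25.63 and 29.25 under drought and 57.06 and 81.6 under normal conditions, from the single-gene overexpressors, whose scores were all negative. Across genes, Pearson's r of log2 CPM was 0.9786 to 0.9885 between the 2 lines of one overexpressor in the same condition, 0.9565 to 0.9823 between different overexpressors in the same condition, and 0.829 to 0.8666 between drought and normal samples. The counts of replicate lines differed by more than sampling noise in every group (chi-square per degree of freedom from 9.387 to 19.27), so that each line was counted as a separate sample.

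**Figure D1:**
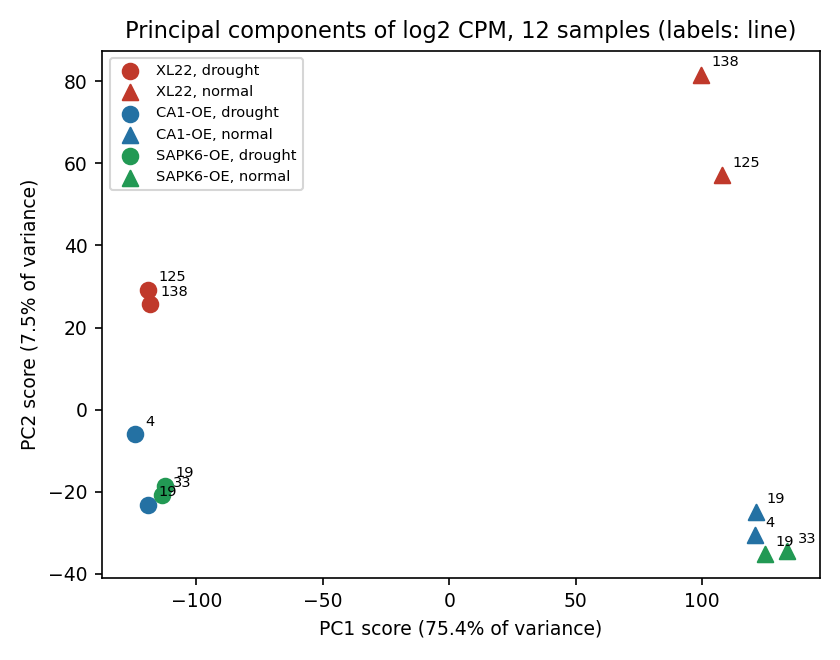
Scores of the 12 samples on PC1 (75.4% of the variance) and PC2 (7.5%) of log2 CPM, with colors for the overexpressors, circles for drought, triangles for normal conditions and the line number beside each point. The drought and normal samples lie apart on PC1, and the XL22 samples lie above the others on PC2, with XL22-138 under normal conditions at 81.6.

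The 3 up-regulated genes with the smallest adjusted p were the same in all 3 overexpressors. LOC_Os08g32930, on chromosome 8 from 20423720 to 20427791, rose from 4.341 ± 0.145 CPM (SD, n = 2 lines) to 279.9 ± 2.14 CPM in XL22, a log2 fold change of 6.01 (standard error 0.11, adjusted p = 1.58e-09 from edgeR's quasi-likelihood test). Its log2 fold change was 6.516 (standard error 0.114) in CA1-OE and 5.896 (standard error 0.11) in SAPK6-OE. LOC_Os03g42010, on chromosome 3 from 23334978 to 23347341, had log2 fold changes of 3.584, 3.662 and 3.325 in XL22, CA1-OE and SAPK6-OE, and LOC_Os01g07390, on chromosome 1 from 3501094 to 3504833, had 3.788, 3.527 and 3.792. Among the 3 down-regulated genes with the smallest adjusted p, 2 were common to all overexpressors. LOC_Os03g39760 on chromosome 3 (22123109 to 22126597) had log2 fold changes of -5.865, -6.348 and -6.375, and LOC_Os01g12810 on chromosome 1 (7092032 to 7095420) had -3.919, -4.628 and -3.835. For each of these genes, both lines of every overexpressor changed in the same direction. The remaining down-regulated gene was LOC_Os07g24230 in XL22 (-4.127), LOC_Os03g03670 in CA1-OE (-4.894) and LOC_Os03g49630 in SAPK6-OE (-4.515).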

As shown in **Figure 6A** and Supplementary Files S1–S3, the expression patterns of a large number of genes in the overexpressors were affected by drought stress treatment. With a threshold of |log_2_(foldchange)|≥ 1 (FDR < 0.01), a total of 2977, 2962, and 3433 genes were up-regulated, and 3243, 3514, and 3472 genes were down-regulated in drought-treated XL22, CA1-OE, and SAPK6-OE plants, respectively. 

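From the counts, with the same thresholds, 3311, 3756 and 3876 genes were up-regulated and 3653, 4082 and 3827 genes were down-regulated in XL22, CA1-OE and SAPK6-OE, respectively, among the 23404 genes tested with edgeR. When each overexpressor was fitted without one of its lines, between 2265 and 2375 genes were up-regulated in XL22, between 2869 and 3121 in CA1-OE and between 2541 and 2835 in SAPK6-OE. The largest shift came from the test of the authors' FPKM values with limma in place of the counts, which gave 2207, 2568 and 2449 up-regulated genes.
The drought and normal samples of a line share its number, so the fit was repeated with the line as a replicate block. With the replicate block, 3004, 3427 and 3477 genes were up-regulated and 3458, 3879 and 3656 were down-regulated in XL22, CA1-OE and SAPK6-OE. The pairing is taken from the sample labels. As a check of this pairing, the deviation of a line from its group mean under drought was compared, across genes, with its deviation under normal conditions. Pearson's r was 0.248 in XL22, 0.131 in CA1-OE and -0.0277 in SAPK6-OE, against at most 0.0578 in size between lines of different overexpressors. Spearman's rho was only 0.0294, -0.0108 and -0.0872, so the ranks of the deviations gave almost no sign of the pairing. These correlations are across 23404 genes, which are not independent replicates.
Of the genes in the part of Supplementary Files S1–S3 that was available (1998 rows for each overexpressor, all up-regulated), 1905 in XL22, 1969 in CA1-OE and 1928 in SAPK6-OE were also up-regulated in the edgeR fit. The mean FPKM values listed there for all 1998 genes lay within 1% of the means of the 2 lines in both conditions. The log2 fold changes matched less well. Pearson's r between the listed and the fitted values was 0.276 in XL22 (1950 genes), 0.597 in CA1-OE (1961) and 0.793 in SAPK6-OE (1936). The median differences were small, at -0.0334, -0.0159 and -0.0549.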

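In the fit to the counts, 2705 up-regulated genes were common to XL22 and CA1-OE, which is 81.7% of those of XL22 and 72% of those of CA1-OE. XL22 and SAPK6-OE shared 2750 up-regulated genes, or 83.1% of those of XL22 and 70.9% of those of SAPK6-OE. All 3 overexpressors shared 2507 up-regulated genes, out of 4863 that were up-regulated in at least 1 of them, and 363 were up-regulated in XL22 alone. The down-regulated genes overlapped to a similar degree, with 3130 common to XL22 and CA1-OE and 3027 common to XL22 and SAPK6-OE. Only 6 genes were significantly changed in opposite directions in XL22 and CA1-OE, and 8 in XL22 and SAPK6-OE. Across the 23404 genes, which are not independent replicates, Pearson's r of the drought log2 fold changes was 0.846 between XL22 and CA1-OE and 0.855 between XL22 and SAPK6-OE. The replicate block left 2503 and 2529 shared up-regulated genes, and the limma test of FPKM values left the fewest, 1844 and 1765. From an overlap of the majority of the up-regulated genes, the paper reasons that these genes have conserved functions in the drought response.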

More than half of the up-regulated DEGs were common between XL22 and the single-gene overexpressors (2332 for XL22 and CA1-OE, 2477 for XL22 and SAPK6-OE, shown in **Figure 6B**), implicating the conserved functions of these genes in the drought response.

**FIGURE 6:**
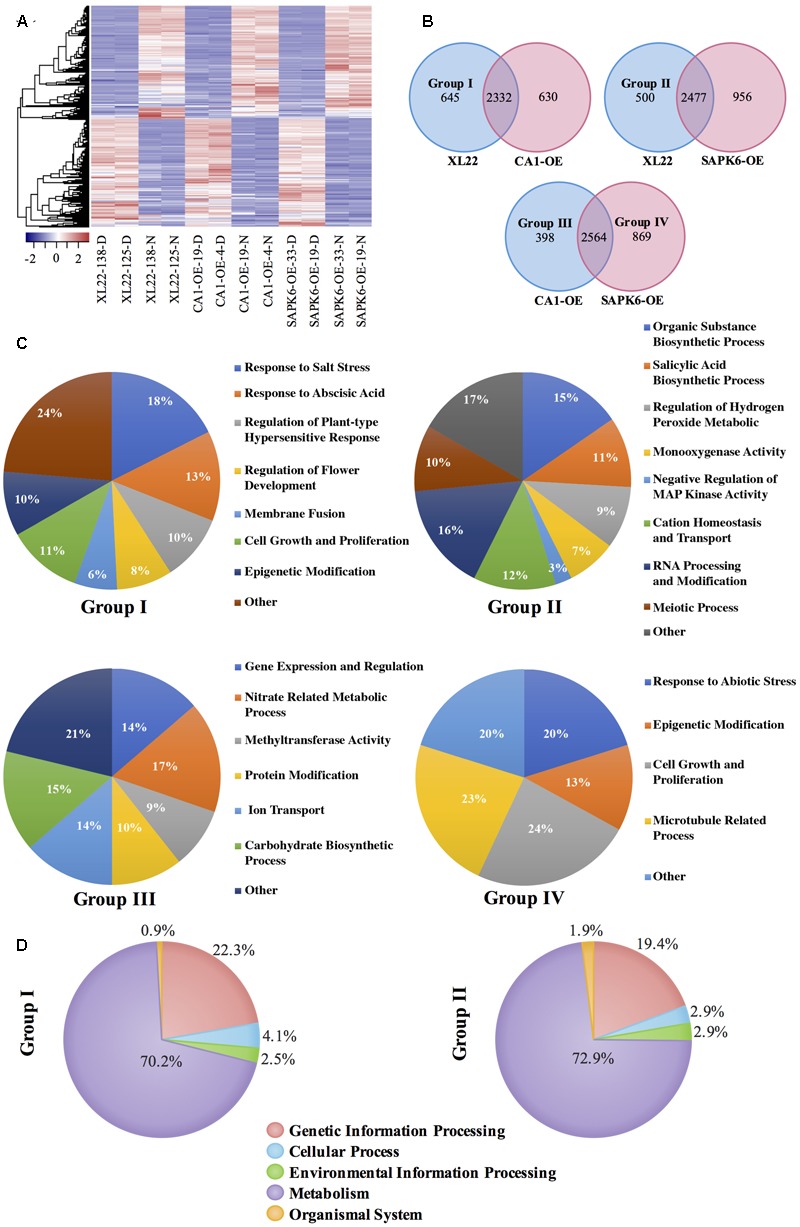
Transcriptome profiling of the transgenic plants. **(A)** Heat map showing the expression patterns of drought-responsive genes in XL22, CA1-OE, and SAPK6-OE plants in normal growth conditions (–N) and drought stress conditions (–D). **(B)** Venn diagrams illustrating the overlap of drought up-regulated genes between XL22 and two single-gene overexpressors. Group I and II represent genes specifically up-regulated in XL22 compared to the up-regulated genes in CA1-OE and SAPK6-OE, respectively. Group III and IV genes were up-regulated in CA1-OE and SAPK6-OE, respectively, when both the single gene overexpressors were compared. **(C)** GO enrichment of the Group I-IV genes. Functionally related GO terms were combined in the pie chart for categorization (details in GO terms were presented in Supplementary Files S4–S7). **(D)** KEGG pathway enrichment of the Group I and II genes.

Since OsbZIP46CA1 was previously characterized as a transcriptional activator (Tang et al., 2012), we focused on the up-regulated genes in XL22 for further analysis. 

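A gene was assigned to Group I when it passed the thresholds for up-regulation in XL22 and did not pass them in CA1-OE, and to Group II when the same held for XL22 and SAPK6-OE. By this rule, the fit to the counts gave 606 Group I genes and 561 Group II genes, of which 363 were in both. In the Group I genes, the median log2 fold change was 1.88 in XL22 and 0.928 in CA1-OE, and 569 of the 606 genes (93.9%) also had a positive log2 fold change in CA1-OE. For the Group II genes, the medians were 1.58 in XL22 and 0.918 in SAPK6-OE, and 541 of the 561 genes (96.4%) had a positive log2 fold change in SAPK6-OE. When the difference in drought response was itself tested with the interaction contrast, 8 of the Group I genes (1.32%) and 11 of the Group II genes (1.96%) responded more strongly in XL22 at an adjusted p under 0.05. For the other genes, the difference between the overexpressors was not significant against the spread between lines in the main fit. Over all tested genes, that fit gave 434 and 379 interaction genes against CA1-OE and SAPK6-OE. The DESeq2 Wald test gave 1363 and 1139, and edgeR without the filter on low counts gave 1219 and 998, so the 8 and 11 genes hold for the main fit only.

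**Figure D2:**
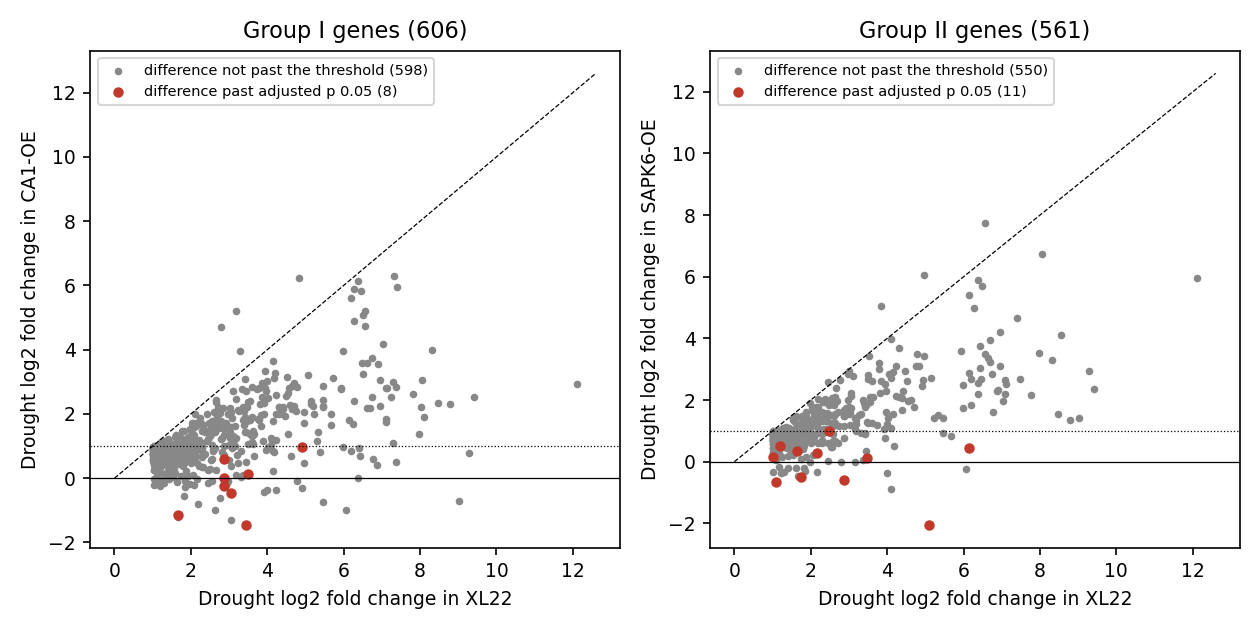
Drought log2 fold changes of the 606 Group I genes (left) and the 561 Group II genes (right), in XL22 on the horizontal axis and in CA1-OE or SAPK6-OE on the vertical axis. Red points (8 and 11 genes) had an interaction adjusted p under 0.05, the dashed line marks equal responses and the dotted line a log2 fold change of 1, and most points lie between the dashed line and 0.

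The same values were computed for the genes that the paper lists in its groups. Of the 645 genes in the paper's Group I, 554 were up-regulated in XL22 and 214 passed the thresholds in CA1-OE as well, and of the 500 genes in its Group II, 431 were up-regulated in XL22 and 100 also in SAPK6-OE. An interaction adjusted p under 0.05 was obtained for 9 genes of the paper's Group I and 10 of its Group II. With the replicate block, whose pairing check gave r = 0.248 for XL22, the groups held 501 and 475 genes. The sizes of both groups changed most when a line was left out, which leaves 1 sample per condition for its overexpressor. Both groups shrank without either XL22 line. Group I grew without either CA1-OE line, and Group II without either SAPK6-OE line. The change thus followed the overexpressor that lost a sample, and it does not show a dependence on particular lines.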

There were 645 (Group I) and 500 (Group II) specifically up-regulated DEGs in XL22 compared to CA1-OE and SAPK6-OE, respectively. Gene Ontology (GO) analysis of the Group I and II genes showed that annotated DEGs in several GO terms under ”Biological Process” were significantly enriched (**Figure 6C** and Supplementary Files S4, S5). 

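The supplementary files name the loci behind the 20 listed GO terms of each group. The number of loci named in a row was equal to the number of items given for that row in 0 of the 20 rows for Group I and in 2 of the 20 rows for Group II, so single terms were not compared, and the loci of all 20 rows were combined. For Group I these were 149 different loci, all among the paper's Group I genes. In the fit to the counts, 125 of them were up-regulated in XL22, with a median log2 fold change of 1.87 over the 149 loci. Their median log2 fold change in CA1-OE was 0.966, and 40 of them passed the thresholds there as well. The interaction contrast between XL22 and CA1-OE had an adjusted p under 0.05 for 3 of the 149 loci. For Group II, 90 different loci were named, of which 71 were up-regulated in XL22. Their median log2 fold change was 1.88 in XL22 and 0.9 in SAPK6-OE, where 15 passed the thresholds, and 4 of the 90 had an interaction adjusted p under 0.05. The enrichment of the GO terms was not recomputed, since the annotation of all tested genes with GO terms was not in the files analysed here.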

The top GO terms with the greatest proportions of DEGs in Group I were “Response to Abscisic Acid” and “Regulation of Plant-type Hypersensitive response,” while the top GO terms of Group II genes were “Organic Substance Biosynthetic Process,” “Salicylic Acid Biosynthetic Process,” and “Regulation of Hydrogen Peroxide Metabolic Process”. Furthermore, KEGG pathway enrichment was performed using the Group I and II genes. The results showed that the annotated genes in both groups were mainly enriched in the term of “Metabolism” (**Figure 6D**), suggesting substantial alteration in the metabolisms of XL22 in response to the drought stress treatment.

Drought-inducible genes in CA1-OE and SAPK6-OE were also compared. 

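Fitted to the counts, 3132 genes were up-regulated in both CA1-OE and SAPK6-OE, which is 83.4% of the up-regulated genes of CA1-OE and 80.8% of those of SAPK6-OE. Another 624 genes passed the thresholds only in CA1-OE (Group III) and 744 only in SAPK6-OE (Group IV). Group III genes had a median log2 fold change of 1.31 in CA1-OE and 0.889 in SAPK6-OE, and 616 of the 624 (98.7%) had a positive log2 fold change in SAPK6-OE. In Group IV, the medians were 1.98 in SAPK6-OE and 0.956 in CA1-OE, and 709 of the 744 genes (95.3%) had a positive log2 fold change in CA1-OE. Of the 398 genes in the paper's Group III, 380 were up-regulated in CA1-OE and 62 of the 398 also passed the thresholds in SAPK6-OE. Of the 869 genes in its Group IV, 760 were up-regulated in SAPK6-OE and 299 passed the thresholds in CA1-OE too. With the line as replicate block, Groups III and IV held 572 and 622 genes, at a pairing check of r = 0.131 for CA1-OE and -0.0277 for SAPK6-OE. Group III grew without either SAPK6-OE line and shrank without either CA1-OE line, and Group IV did the reverse. Each of these fits had 1 sample per condition for the overexpressor that lost a line.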

A total of 2564 genes were up-regulated in both CA1-OE and SAPK6-OE, while 398 (Group III) and 869 (Group IV) genes specifically regulated in CA1-OE and SAPK6-OE, respectively (**Figure 6B**). GO analysis of the Group III and IV genes revealed that the biological and molecular functions of the two groups of genes were largely different. Group III genes were significantly enriched in GO terms ”Gene Expression and Regulation” (21%), ”Nitrate Related Metabolic Process” (17%), and ”Carbohydrate Biosynthetic Process” (15%), while the Group IV genes were mainly categorized into ”Cytokinesis and Cell Proliferation” (24%), ”Microtubule Related Process” (23%), and ”Response to Abiotic Stress” (20%) (**Figure 6C** and Supplementary Files S6, S7). These results suggested that the overexpression of *OsbZIP46CA1* and *SAPK6* might have activated different downstream genes, which may partially explain the different performance of CA1-OE and SAPK6-OE under the drought stress conditions.

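The difference in drought response between CA1-OE and SAPK6-OE was also tested gene by gene. With the interaction contrast, 0 of the 23404 genes had an adjusted p under 0.05, and the smallest adjusted p was 0.0761. Genes at this value included LOC_Os04g33640 (difference in log2 fold change -2.071, standard error 0.225), LOC_Os02g56900 (-2.104, standard error 0.245) and LOC_Os09g31130 (-1.512, standard error 0.195). LOC_Os01g12810 had the same adjusted p (-0.7928, standard error 0.107). These genes were down-regulated in both overexpressors, with log2 fold changes of -5.915, -4.79, -4.046 and -4.628 in CA1-OE. In SAPK6-OE, they had -3.843, -2.686, -2.534 and -3.835. None of the 624 Group III genes and none of the 744 Group IV genes passed the interaction test. Across all tested genes, Pearson's r of the drought log2 fold changes of CA1-OE and SAPK6-OE was 0.895, and no gene was significantly changed in opposite directions. The number of genes with a different response depended on the method. It was 3 with the line as replicate block (the pairing check gave r = 0.131 in CA1-OE and -0.0277 in SAPK6-OE), 5 with limma on FPKM values, 240 without the filter on low counts and 373 with the DESeq2 Wald test. In simulated data with 2 lines per group, 200 genes above a minimum mean level were changed in the drought samples of XL22. The interaction contrast of XL22 with CA1-OE recovered 80% of these log2 differences of 2 with edgeR. The other simulated genes had no drought response. The 80% is therefore not the power for CA1-OE and SAPK6-OE, nor for weakly expressed genes. Smaller differences can remain undetected at n = 2 lines. Among the loci behind the listed GO terms, 45 of Group III had medians of 1.14 in CA1-OE and 0.893 in SAPK6-OE, and 134 of Group IV had medians of 1.95 in SAPK6-OE and 1.01 in CA1-OE. The paper goes from the different GO categories of Groups III and IV to the proposal that OsbZIP46CA1 and SAPK6 activated different downstream genes.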

To identify the possible relationships of genes within Group I and II, PPI data from the STRING database (Snel et al., 2000) was used to draw PPI networks of Group I and II proteins, respectively. As shown in **Figure 7**, both of the predicted PPI networks were highly complex, with 481 PPIs in Group I and 280 PPIs in Group II. These results indicated closely linked relationships among genes within each group. 

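The supplementary list of predicted PPIs was used to count the different interaction partners of each protein within a group. In the Group I network, with 481 pairs among 266 loci, a protein had a median of 2 partners. Among the proteins marked as nodes, LOC_Os12g13720 had 50 partners, LOC_Os03g58800 had 33, and LOC_Os04g42260 and LOC_Os02g38580 had 24 each. LOC_Os09g31486 had 14 and LOC_Os06g30950 had 13, at ranks 9 and 11 of the network. The Group II network had 280 pairs among 187 loci and a median of 1 partner. There, LOC_Os12g13720 had 46 partners, LOC_Os03g58800 had 26, LOC_Os09g36420 had 17, LOC_Os10g33620 had 15 and LOC_Os09g31486 had 12. These partner numbers count predictions from the STRING database and not measurements in these plants, and they have no replicate error.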

Of special note, six ”nodes” (proteins labeled in **Figure 7** with MSU locus identifiers) with the greatest number of ”branches” (interaction partners) within each group caught our attention. 

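LOC_Os12g13720, annotated as a PDR ABC transporter, lies on the minus strand of chromosome 12 from 7731309 to 7749292 in the coordinates of the files. Its level in XL22 was 8.007 ± 4.39 CPM (SD, n = 2 lines) under normal conditions and 24.57 ± 2.2 CPM under drought, a log2 fold change of 1.614 (standard error 0.284, adjusted p = 0.000672 from edgeR's quasi-likelihood test). The fold change was 0.6217 (standard error 0.276, adjusted p = 0.0711) in CA1-OE and -0.1959 (standard error 0.273, adjusted p = 0.547) in SAPK6-OE. The difference between XL22 and CA1-OE was 0.9926 (adjusted p = 0.211), and that between XL22 and SAPK6-OE was 1.81 (adjusted p = 0.0541), which did not pass 0.05 in the main fit but did with the DESeq2 Wald test (1.8165, adjusted p = 0.000663) and without the filter on low counts (1.8034, adjusted p = 0.00205). LOC_Os03g58800, an ATPase gene on the plus strand of chromosome 3 from 33487653 to 33489941, was expressed at a low level, with 13 and 3 counts in the normal samples of XL22-125 and XL22-138 and 89 and 82 counts under drought. It had log2 fold changes of 2.865 in XL22 (standard error 0.513, adjusted p = 0.000752), 0.7353 in CA1-OE (adjusted p = 0.168) and 1.488 in SAPK6-OE (adjusted p = 0.0169). The difference was 2.13 (standard error 0.679) against CA1-OE and 1.377 (standard error 0.694) against SAPK6-OE. Both XL22 lines (2.153 and 3.584) lay above both lines of CA1-OE (0.6268 and 0.781) and of SAPK6-OE (0.7556 and 2.04). The interaction adjusted p from edgeR was 0.134 and 0.347, so neither difference passed 0.05 after adjustment over all tested genes. LOC_Os09g31486, a DnaK family gene on the minus strand of chromosome 9 from 18987942 to 18991156, had log2 fold changes of 1.178 (adjusted p = 0.000331), 0.7187 (adjusted p = 0.00619) and 0.843 (adjusted p = 0.00252) in XL22, CA1-OE and SAPK6-OE. It was raised by drought in all 3 overexpressors, and the interaction adjusted p was 0.378 against CA1-OE and 0.553 against SAPK6-OE. From the presence of these genes in both groups, the paper proposes that they have vital functions in stress resistance.

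**Figure D3:**
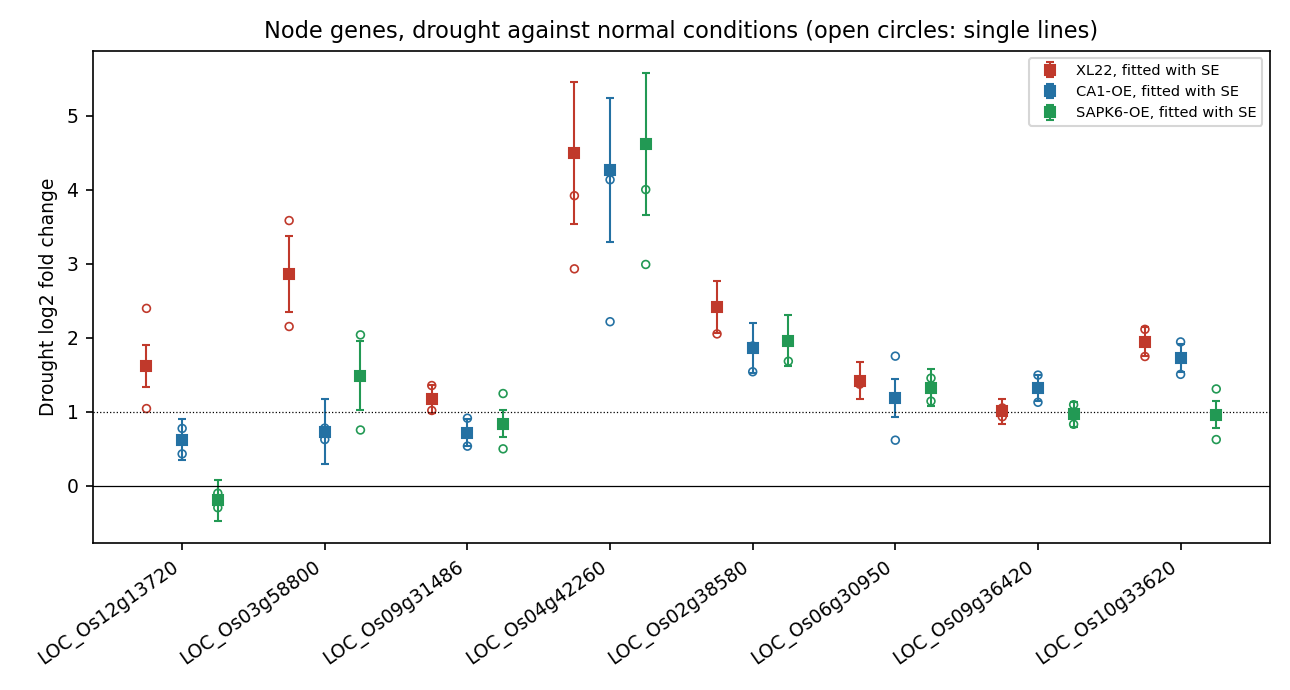
Drought log2 fold changes of 8 node genes in XL22, CA1-OE and SAPK6-OE, with squares for the fitted value, bars for its standard error and open circles for single lines. The dotted line marks a log2 fold change of 1, and LOC_Os12g13720 and LOC_Os03g58800 show the widest gaps between XL22 and another overexpressor.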

Three genes (LOC_Os12g13720, LOC_Os03g58800, and LOC_Os09g31486) encoding a PDR ABC transporter, a ATPase, and a DnaK/Hsp70s family protein, respectively, were shared by both group, possibly indicating their vital functions in stress resistance. 

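The 2 protein phosphatase 2C genes were scarcely expressed under normal conditions and rose in every overexpressor. LOC_Os04g42260, on chromosome 4 from 25000094 to 25006947, had 2 and 0 counts in the normal samples of XL22-125 and XL22-138 and 37 and 35 counts under drought. Its log2 fold change was 4.493 (standard error 0.959) in XL22, 4.267 (0.972) in CA1-OE and 4.62 (0.955) in SAPK6-OE. LOC_Os02g38580, on chromosome 2 from 23326336 to 23331896, had log2 fold changes of 2.42, 1.864 and 1.959, and LOC_Os06g30950, a transporter-related gene on chromosome 6 from 18002577 to 18009405, had 1.424, 1.192 and 1.326. All 3 of these Group I nodes passed the thresholds in CA1-OE too in the main fit (adjusted p = 0.00307, 0.00078 and 0.00216 in edgeR's quasi-likelihood test), and their interaction adjusted p against CA1-OE was 0.97, 0.593 and 0.784. With the replicate block (pairing check of r = 0.131 in CA1-OE), LOC_Os04g42260 (adjusted p = 0.0126) and LOC_Os06g30950 (0.0105) no longer passed 0.01 in CA1-OE, and with only the CA1-OE samples, LOC_Os02g38580 (0.0118) and LOC_Os06g30950 (0.0276) did not. Among the Group II nodes, the Hsp90 gene LOC_Os09g36420 on chromosome 9 (21011875 to 21020005) had a log2 fold change of 1.007 in XL22 and 0.9676 in SAPK6-OE, a difference of 0.0391 (standard error 0.242), and the ubiquitin family gene LOC_Os10g33620 on chromosome 10 (17722467 to 17725003) had 1.95 and 0.9597. Their interaction adjusted p against SAPK6-OE was 0.961 and 0.0964. For LOC_Os10g33620, it was under 0.05 with the DESeq2 Wald test (0.0375) and without the filter on low counts (0.0474). LOC_Os04g42260 depended most on the processing, with a log2 fold change in XL22 of 0.50292 from limma on log2(FPKM + 1), where a gene close to 0 FPKM can gain little, and 7.8229 without XL22-125.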

The remainder of the genes including two protein phosphatase 2C genes (LOC_Os04g42260 and LOC_Os02g38580) in Group I, and Rad51 (LOC_Os05g03050) and Hsp90 (LOC_Os09g36420) family genes in Group II are also closely related to stress according to their predicted functions. 

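In the RNA-Seq counts of the same plants, 8 node genes were examined, and all were higher under drought than under normal conditions in both XL22 lines. The log2 fold change in XL22-125 and XL22-138 was 1.045 and 2.398 for LOC_Os12g13720, 2.153 and 3.584 for LOC_Os03g58800, and 1.356 and 1.019 for LOC_Os09g31486. For LOC_Os04g42260, LOC_Os02g38580 and LOC_Os06g30950, it was 2.932 and 3.92, 2.437 and 2.053, and 1.374 and 1.426. LOC_Os09g36420 and LOC_Os10g33620 had 1.053 and 0.9348, and 1.748 and 2.115. In the edgeR fit of both lines together, each of the 8 genes passed the thresholds for up-regulation in XL22, with adjusted p-values from 1.1e-05 (LOC_Os10g33620) to 0.00227 (LOC_Os04g42260). The replicate block, with its pairing check of r = 0.248 in XL22, left every one of the 8 up-regulated. Under limma on log2(FPKM + 1), LOC_Os12g13720 (0.973), LOC_Os04g42260 (0.503), LOC_Os02g38580 (0.648), LOC_Os06g30950 (0.8) and LOC_Os09g36420 (0.385) fell under 1 in XL22. So did LOC_Os05g03050 (0.724), while LOC_Os03g58800 (1.178) and LOC_Os10g33620 (1.376) did not. Without XL22-125, the log2 fold change of LOC_Os09g36420 in XL22 was 0.944.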

Furthermore, quantitative PCR analysis confirmed the up-regulation of these ”node” DEGs in XL22 under the drought stress treatment (**Figure 7**). 

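Of the 266 loci in the Group I network, 236 were up-regulated in XL22 in the fit to the counts, with a median log2 fold change of 1.71 over all 266. In CA1-OE, the median was 0.999, 252 loci had a positive log2 fold change and 74 passed the thresholds for up-regulation. The interaction contrast between XL22 and CA1-OE had an adjusted p under 0.05, with the stronger response in XL22, for 5 of the 266 loci. In the Group II network, 164 of the 187 loci were up-regulated in XL22. The median log2 fold change was 1.41 in XL22 and 0.896 in SAPK6-OE, where 176 loci had a positive log2 fold change and 28 passed the thresholds, and 4 of the 187 had an interaction adjusted p under 0.05. None of the 8 node genes examined was among these in the main fit. Without the filter on low counts, LOC_Os12g13720 (adjusted p = 0.00205) and LOC_Os10g33620 (0.0474) had an interaction adjusted p under 0.05 against SAPK6-OE. From the up-regulation of the network genes in XL22 and their predicted interactions, the paper proposes that they take part in the processes behind the stress resistance of XL22.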

These results suggested that the up-regulation of genes involved in the PPI networks, especially those node genes, might be involved in the biological processes and/or metabolic networks contributing to the enhanced stress resistance of XL22.

**FIGURE 7:**
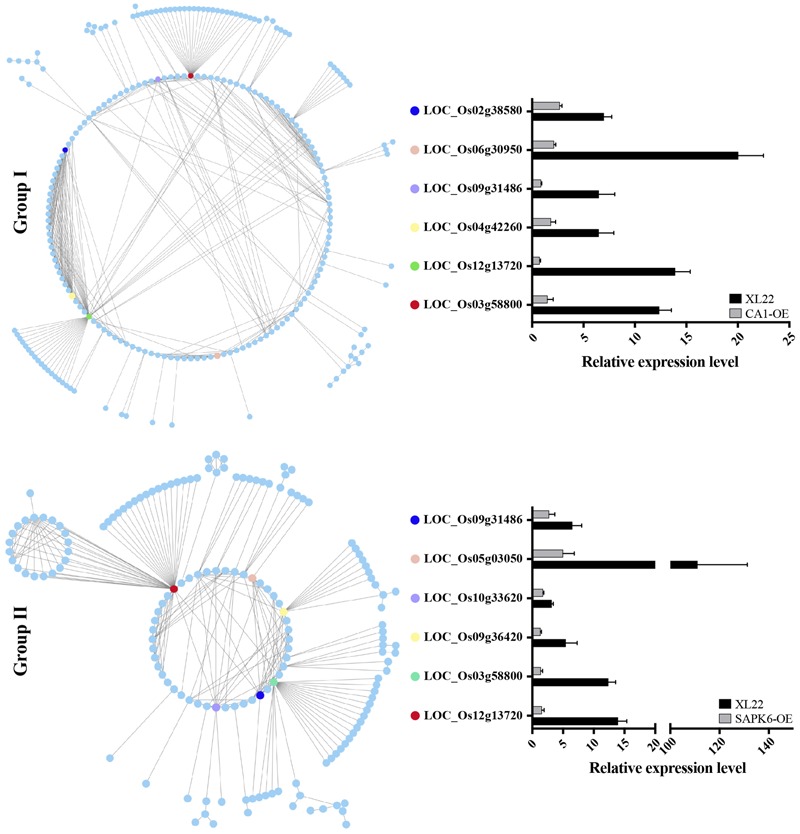
Predicted protein–protein interaction (PPI) network of Group I and II proteins. Six proteins with the greatest number of interactors within each group are highlighted. The histogram shows the relative expression levels of the highlighted genes in response to drought stress detected by qPCR using the same drought-treated samples for RNA-Seq. The relative expression levels were normalized to the corresponding lines grown under normal conditions (arbitrarily set as 1).

## Discussion

### Co-overexpression of *OsbZIP46CA1* and *SAPK6* Enhanced Drought Tolerance

Since ABA is a critical stress-signaling hormone, some of the ABA signaling components may be promising candidates for engineering drought resistance in crops. A few successful attempts have been made to assess the effects of overexpressing ABA signaling components on drought resistance in rice. For example, overexpression of ABA receptor genes *OsPYL3, OsPYL5*, and *OsPYL9* significantly increased drought resistance in rice at the seedling stage (Kim et al., 2014; Tian et al., 2015). On the other hand, overexpression of *OsPP2C49*, an ABA signaling negative regulator, resulted in a severe dehydration phenotype even under the normal condition (Zong et al., 2016). The positive effects of SnRK2 genes on abiotic stress resistance have been well evaluated in *Arabidopsis thaliana* (Umezawa et al., 2004; Fujita et al., 2009), and overexpression of SAPK4 increased salt resistance in rice (Diedhiou et al., 2008). Furthermore, several members of the third subfamily of bZIP transcription factor have been reported for their positive roles in abiotic stress responses (Fujita et al., 2013). Overexpression of *OsbZIP23* significantly enhanced drought and salt tolerance in rice (Xiang et al., 2008). *OsbZIP46* was characterized as a close homolog of *OsbZIP23* and the overexpression of its constitutively active form OsbZIP46CA1 resulted in improved resistance to drought stress both at seedling stage and reproductive stage (Tang et al., 2012). Therefore, it may be a promising approach to appropriately combine the positive regulators in the ABA signaling pathway to further improve drought resistance. In the study, we simultaneously overexpressed *OsbZIP46CA1* and *SAPK6* in rice cultivar KY131. Our results showed that the co-overexpressor indeed showed better drought resistance than both of the single gene overexpressors at the seedling and the reproductive stages (**Figure 3, 4**).

It is widely accepted that the drought resistance of plants mainly consists of three basic mechanisms: drought tolerance, drought avoidance, and drought escape (Chaves et al., 2002; Chaves and Oliveira, 2004; Yoshimura et al., 2008; Berger et al., 2016). In addition to the three mechanisms, drought recovery also contributes to the final phenotype after exposure to drought stress conditions. In this study, the traits of the tested lines during the process of drought stress treatment were not taken into account because an unexpected high temperature hit the testing field when the majority of the lines were at the flowering stage and simultaneously under severe drought stress treatment (mean TDR value <25), and the filling rate was generally low (0-10% according to observation) among the tested plants. Thus, we extended the recovery period to one month and carefully controlled the soil water content by keeping the mean TDR value of each block between 40 and 60. Although some agronomic traits showed a difference after recovery, the better performance of the co-overexpressor XL22 (as is shown in **Figure 3** and Supplementary Table S2) may not be regarded as the consequence of improved drought recovery. It is known that the cultivation of low land rice varieties including KY131 requires an ample water supply, especially at the reproductive stage (usually with a soil TDR value between 90 and100). However, during the recovery process in this study, the soil TDR value was kept between 40 and 60, which was not a favorable condition for rice growth at the reproductive stage. Thus, the 1 month recovery after severe drought stress treatment was in fact a slight drought condition for the tested lines.

It should be mentioned that the heading date of all the tested transgenic lines and KY131-N were not significantly different under normal and stress conditions, indicating that drought escape via a difference in flowering was not involved in the improved drought resistance of XL22. According to the RNA-Seq data, one of the significantly enriched GO terms in Group II was ”Regulation of Hydrogen Peroxide Metabolic Process” which is a typical physiological process related to drought tolerance (Chaves and Oliveira, 2004; Yoshimura et al., 2008). Besides, out of 9 node genes in the PPI networks, 2 genes (LOC_Os09g36420 and LOC_Os09g31486) encoding heat shock proteins (Hsps) can also be categorized as possible contributors for drought tolerance due to the properties of Hsps in reactivating or sustaining the functions of misfolded proteins in drought stress conditions (Wang et al., 2004; Sarkar et al., 2013; Yu et al., 2015). 

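The Hsp90 gene LOC_Os09g36420 rose from 3.87 ± 0.0115 CPM (SD, n = 2 lines) under normal conditions to 7.781 ± 0.477 CPM under drought in XL22. The corresponding values were 3.513 ± 0.363 and 8.819 ± 0.696 CPM in CA1-OE, and 3.375 ± 0.612 and 6.603 ± 0.328 CPM in SAPK6-OE. Its log2 fold change of 1.007 in XL22 (standard error 0.171) stood close to the threshold of 1 and was below the 1.325 of CA1-OE (standard error 0.172), a difference that was not significant (interaction adjusted p = 0.521 from edgeR). LOC_Os09g31486, of the DnaK/Hsp70 family, rose from 31.01 ± 5.35 to 70.17 ± 0.558 CPM in XL22, from 39.16 ± 5.73 to 64.51 ± 2.48 CPM in CA1-OE and from 36.34 ± 11 to 65.21 ± 3.88 CPM in SAPK6-OE. Without XL22-125, its log2 fold change in XL22 was 1.0175 with an adjusted p of 0.0153, and without SAPK6-OE-19 it reached 1.2484 in SAPK6-OE with an adjusted p of 0.0012. From the known role of Hsps in keeping proteins functional under drought, the paper regards both genes as possible contributors to drought tolerance.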

This indicates that drought tolerance may be one of the major mechanisms for the improved drought resistance of XL22. 

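Under normal conditions, LOC_Os12g13720 had 278 and 118 counts in XL22-125 and XL22-138, 281 and 338 counts in CA1-OE-4 and CA1-OE-19, and 437 and 462 counts in SAPK6-OE-19 and SAPK6-OE-33. Under drought, it had 805 and 958, 508 and 772, and 581 and 460 counts in the same lines. Relative to the TMM-adjusted library size, the drought means were 24.57 ± 2.2 CPM (SD, n = 2 lines) in XL22, 19.4 ± 3.8 CPM in CA1-OE and 15.14 ± 0.789 CPM in SAPK6-OE. The normal means were 8.007 ± 4.39, 12.62 ± 0.357 and 17.35 ± 0.763 CPM. By these means, XL22 was higher under drought and lower under normal conditions, but the gaps to CA1-OE were of the size of the SD between lines, and the normal level differed between the XL22 lines. The fitted log2 fold change in XL22 was 1.0547 without XL22-138 and 2.411 without XL22-125. PDR transporters form a family of related genes, and how the authors' counting treated reads shared between its members is not stated.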

On the other hand, we noticed that a node gene (LOC_Os12g13720) shared by both Groups encoded a PDR ABC transporter and showed high identity to AtPDR9. It has been reported in *Arabidopsis* that ABC transporters play an essential role in the regulation of stomatal movement and root development, and the mutation of ABC transporter genes resulted in reduced root growth and increased water transpiration and drought susceptibility (Gaedeke et al., 2001; Klein et al., 2003, 2004; Lee et al., 2008; Kuromori et al., 2011). This implies that drought avoidance might also contribute to the improvement of XL22 drought resistance, since drought avoidance is achieved mainly through increasing water uptake and reducing water loss (Berger et al., 2016). Therefore, we propose that the better performance of XL22 in drought resistance may have resulted from the combined effect of enhanced drought tolerance and drought avoidance.

In accordance with the increased drought resistance at reproductive stage, XL22 also showed increased drought resistance at seedling stage when compared with the single gene overexpressors. The leaf rolling of XL22 seedlings was obviously slighter than that of CA1-OE and SAPK6-OE lines (**Figure 4A**), and the water loss in the detached leaves of XL22 was significantly slower (**Figure 4C**). These results imply that the enhanced drought resistance of XL22 may be related to reduced water transpiration. Since OsbZIP46 and SAPK6 are components of ABA signaling, it is reasonable that the co-overexpressor could enhance ABA sensitivity which is generally associated with increased stomatal closure leading to less water loss during the drought stress.

It is noteworthy that, despite superior gains in spikelet and grain number, XL22 was identical to CA1-OE, SAPK6-OE, and KY131-N plants with respect to the grain-filling (or seed-setting) rate (**Figure 3C** and Supplementary Table S2). In our previous study, overexpression of *OsbZIP46CA1* in the rice cultivar Zhonghua 11 (ZH11) also resulted in greater yield without an observed difference in the grain-filling rate after drought stress treatment in PVC tubes (Tang et al., 2012). Thus, we speculate that overexpression of *OsbZIP46CA1* and/or *SAPK6* improves drought resistance mainly through retaining plant growth under water deficient conditions.

SnRK2 family proteins are involved in abiotic responses, and their kinase activities were undetectable but could be activated by osmotic stress (Kobayashi et al., 2004). According to the increased drought resistance of XL22, we suspected that, in addition to the constitutive activation of OsbZIP46CA1, SAPK6 overexpression may further enhance the transcriptional activity of endogenous OsbZIP46 under drought stress conditions. Transcriptional activity assay in rice protoplasts derived from KY131 seedlings showed that the native form of OsbZIP46 was indeed activated to certain extent when co-expressed with SAPK6 (Supplementary Figure S2). Furthermore, according to the presented data (Supplementary Figure S2) and the results of a recent study involving SAPK9 (Tang et al., 2016), OsbZIP46CA1 is a truly activated form of OsbZIP46. However, it cannot be excluded that SAPK6 might activate other members of bZIP transcription factors, as it has been suggested for other SnRK2 proteins (Tang et al., 2012; Wang et al., 2013), which could in turn activate other drought responsive genes. 

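In the fit to the counts, 744 genes were up-regulated in SAPK6-OE and did not pass the thresholds in CA1-OE. Of these, 447 had a positive log2 fold change in CA1-OE with an adjusted p under 0.05, and 326 had a log2 fold change of at least 1 there, so that the assignment of these 326 genes rested on the significance threshold. The median log2 fold change of the 744 genes was 1.98 in SAPK6-OE and 0.956 in CA1-OE. None of them had a significantly larger drought response in SAPK6-OE than in CA1-OE by the interaction contrast of the main fit at an adjusted p under 0.05. Over all tested genes, this contrast passed for 0 genes in the main fit, 373 with the DESeq2 Wald test and 240 without the filter on low counts. A direct comparison of the drought samples, which does not involve the normal samples, gave 34 genes that were higher and 2 that were lower in SAPK6-OE than in CA1-OE, and the normal samples gave 7 and 1. The number of Group IV genes was 622 with the replicate block (pairing check of r = -0.0277 in SAPK6-OE) and 421 with limma on FPKM values. The paper places the SAPK6-OE-specific genes beside its speculation that SAPK6 also activates other bZIP transcription factors.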

In accordance with this speculation, many genes were specifically up-regulated in SAPK6-OE but not in CA1-OE under the drought stress (**Figure 6B**).

In addition, despite its potential effect on drought stress resistance, the overexpression of SAPK6 alone in KY131 did not result in a greater yield or grain-filling rate according to our data (**Figure 3C** and Supplementary Table S2). A possible explanation may be that the expression level of the native *SAPK6* is relatively high according to public transcriptome profiling data^4,5^, which may partially cover the effect of *SAPK6* overexpression. In addition, there are ten SAPKs in rice, some of which may have functions similar to SAPK6 in the drought response (Kobayashi et al., 2004; Diedhiou et al., 2008). Furthermore, because SAPK6 is a protein kinase, simply overproducing the transcript levels cannot guarantee an increased kinase activity. Future study on the interaction network between SAPK6 and its substrates is required to unveil its precise function.

### Co-overexpression of *OsbZIP46CA1* and *SAPK6* Improves Tolerance to Temperature Stress

It has been reported that pre-treating *Arabidopsis* plants with exogenous ABA could reduce the oxidative damage in recovery from heat stress (Larkindale and Knight, 2002). Overexpression of AREB/ABF transcription factors could increase thermotolerance in *Arabidopsis* (Kim et al., 2004; Zhang et al., 2008; Suzuki et al., 2016). A recent study illustrated that an ABA-inducible heat shock factor HSFA6b, a positive regulator of thermotolerance via activating the transcription of heat stress responsive genes, was transcriptionally regulated by AREB1 in *Arabidopsis* (Huang et al., 2016). Besides, ABA pre-treatment also had positive effect on cold resistance in crop plants such as tomato and wheat (Daie and Campbell, 1981; Lalk and Dörffling, 1985), and the overexpression of ABA receptor-like genes *OsPYL3* and *OsPYL9* could significantly increase cold resistance in rice (Tian et al., 2015). Furthermore, a recent study suggested that the overexpression of OST1, a key SnRK2 protein kinase conducting ABA signaling (Yoshida et al., 2006), enhanced cold tolerance in *Arabidopsis* by activating the CBF-dependent cold signaling pathway (Ding et al., 2015). These findings together indicate that ABA signaling also plays vital roles in the plant responses to temperature stresses.

Despite the identified ABA signaling components contributing to improved heat and/or cold resistance, the effect of *OsbZIP46CA1* and *SAPK6* on heat or cold resistance has not been studied. As is shown in **Figure 5**, the survival rates of most of the CA1-OE and SAPK6-OE lines were only slightly greater (but not statistically significant) than the KY131-N line after heat or cold treatment. This indicates the overexpression of *OsbZIP46CA1* or *SAPK6* alone had very limited effect, if any, on the resistance to abnormal temperature stresses. However, co-overexpression of *OsbZIP46CA1* and *SAPK6* resulted in a significantly elevated survival rate after both treatments (**Figure 5**). Just like in the case of drought stress treatment, it seems that the assembly of *OsbZIP46CA1* and *SAPK6* also had an additive effect on the resistance to unfavorable temperatures. However, it has to be mentioned that the co-overexpression did not seem to contribute to heat resistance at the reproductive stage, since the grain-filling rate of XL22 and the other tested transgenic lines and control plants showed no significant difference in the high temperature condition during the summer of 2016. This result also implies that the effect of the co-overexpression of a given multi-gene combination largely depends on not only the stress type but also the growth stage. It should be also noted that, although the assembly of *OsbZIP46CA1* and *SAPK6* resulted in improved drought resistance, it does not necessarily mean that the assembly of any known stress-related gene has an additive genetic effect on stress resistance. In fact, we have tested several multi-gene assemblies harboring 2–4 different genes with known function in drought resistance, and most of the assemblies showed no significantly improved resistance or even an increased sensitivity to drought stress treatment than overexpressors of a single gene. It is likely that some transgenes may cause antagonistic effects in certain biological pathways when over-expressed together. Additionally, it is common that overexpression of some stress-responsive genes may cause growth repression and/or yield loss. Therefore, it is recommended to gain insights into the molecular mechanism of each candidate gene and optimize the combination before starting a multi-gene assembly project. Meanwhile, more combinations of stress-related genes with known functions should be tested or optimized for a specific abiotic stress at a specific growth stage when facing complex or variable environmental conditions.

## Conclusion

The results in this study demonstrate that co-overexpression of *SAPK6* and the constitutively active form of *OsbZIP46* in the rice cultivar KY131 can further enhance the resistance to drought and temperature stresses compared to the transgenic lines overexpressing the single gene. This multi-gene assembly may be further optimized, for example, using strong stress-inducible promoters, for application in stress-resistance breeding in rice.

## Author Contributions

YC generated the transgenic materials, designed the experiments, and wrote the manuscript, BN performed the experiments, YX analyzed RNA-Seq data, BX and NT provided assistance on vector construction, WZ provided assistance on the drought pre-screening experiment, TM provided vital advice on the article, LX designed the experiments and wrote the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Co-overexpression of the Constitutively Active Form of OsbZIP46 and ABA-Activated Protein Kinase SAPK6 Improves Drought and Temperature Stress Resistance in Rice
**Source:** Front Plant Sci. 2017 Jun 26;8:1102. doi: 10.3389/fpls.2017.01102
**Supplement:** Supplementary file 1

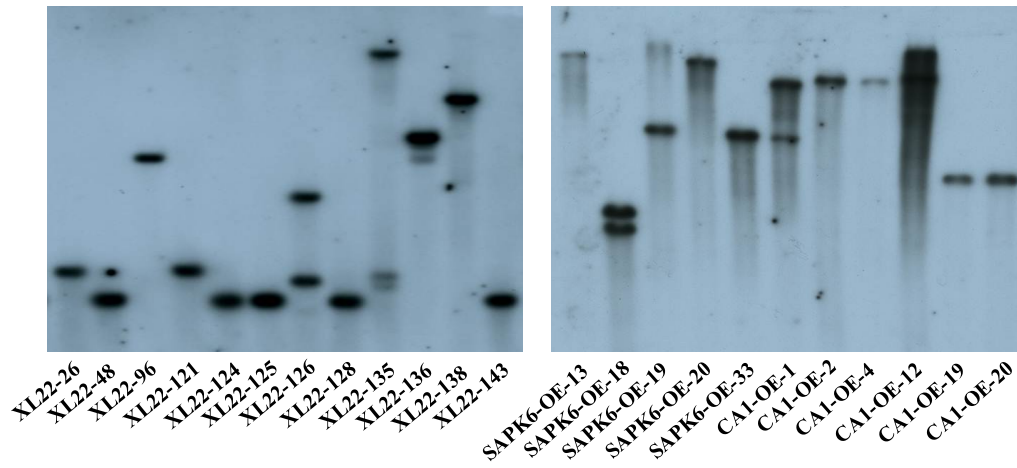

**Supplementary Figure 1.** Transgene copy number of XL22, CA1-OE, and SAPK6-OE lines determined by Southern blot.

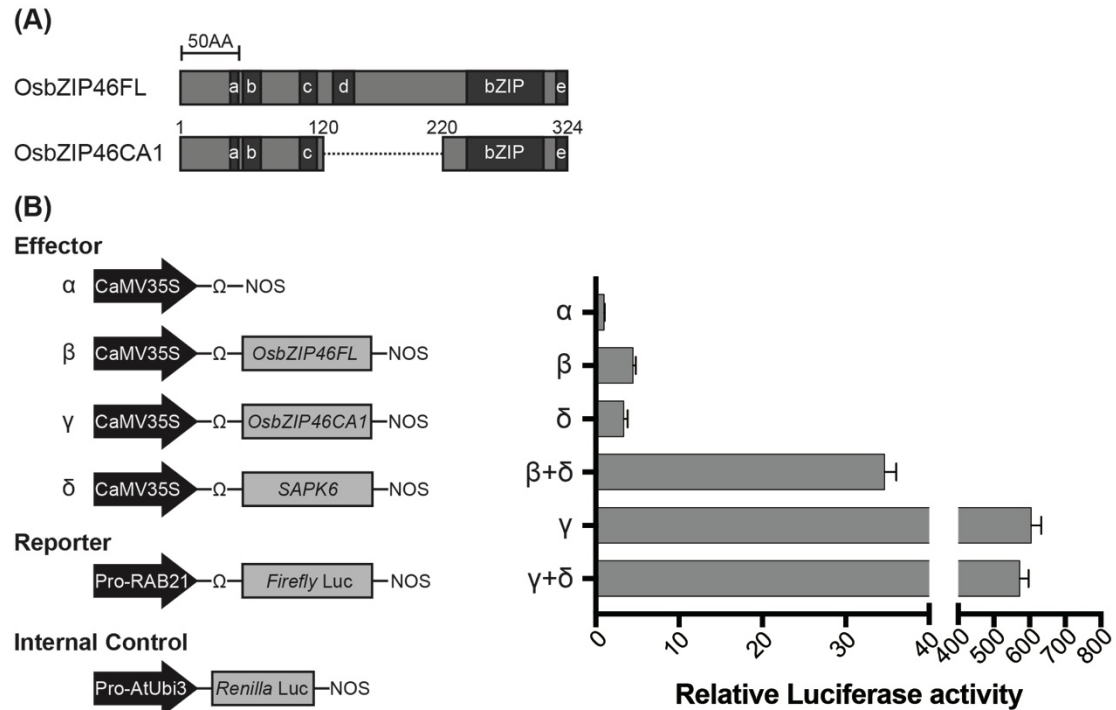

**Supplementary Figure 2.** Analysis of the transcriptional activity of OsbZIP46. **(A)** Schematic representations of the native full length OsbZIP46 (OsbZIP46FL) and OsbZIP46CA1. Regions of the conserved domains (a-b and bZIP) are highlighted in dark grey. The scale bar indicates the length that represents for 50 amino acid residuals. **(B)** Relative luciferase activities of the two different forms of OsbZIP46, combined with or without SAPK6, in rice protoplasts. Schemes of the constructs used in the transformation are shown on the left. The reporter construct contained the promoter of *RAB21*, which has been identified as a target gene of OsbZIP46, the reporter gene for firefly luciferase (*fLuc*) and a nopaline synthase terminator (NOS). The coding sequences of the tested genes were driven by the CaMV 35S promoter in the effector constructs; and a tobacco mosaic virus enhancer sequence ( $\Omega$ ) was inserted between the CaMV 35S promoter and the translation initiation site. The construct harboring the coding sequence for Renilla luciferase (*rLuc*), which was driven by the promoter of *Arabidopsis ubiquitin3* (Pro-AtUbi3), was co-transfected as an internal control. The relative luciferase activity was calculated based on the fLuc/rLuc ratio; and the value obtained from the transfection of the blank effector ( $\alpha$ ) was set as 1. Error bars indicate the SD based on three replicates.

**Supplementary Table 1.** Primers used in this study

| Target Name                     | Primer Sequence         |                          | Target Locus   |
|---------------------------------|-------------------------|--------------------------|----------------|
|                                 | Sense (5'→3')           | Anti-sense (5'→3')       |                |
| Primers for qPCR                |                         |                          |                |
| <i>ubiquitin</i>                | AACCAGCTGAGGCCCAAGA     | ACGATTGATTTAACCAGTCCATGA | LOC_Os03g13170 |
| <i>OsZIP46</i>                  | AGCAGGTGGAAATGATACAG    | GGTCCAAGTTGCTGAGTGATTC   | LOC_Os06g10880 |
| <i>SAPK6</i>                    | CAAAGACACCACCTCCAT      | GTACTCGTCCTCGCTATC       | LOC_Os02g34600 |
| <i>Rab16B</i>                   | AGCTCCAGCTCGTCGTCTGA    | GCCAGTGTTCCCCATCATCT     | LOC_Os11g26780 |
| <i>Rab21</i>                    | CGAGCGCAATAAAAGGAAAAA   | AGACACGGTCCGTACTGGAGAA   | LOC_Os11g26790 |
| Os12g13720                      | TGGAGCAGTTCAAAGCTTGC    | ATGTGCCTGATGTTGCCTTG     | LOC_Os12g13720 |
| Os03g58800                      | CGGGAGTTACATGTGTTTCGTTG | TGCCGTTCTTGAACATGTCG     | LOC_Os03g58800 |
| Os09g36420                      | ACCCTGCAAACTTCTCTGC     | AACCAAACCTCAGCACAACCG    | LOC_Os09g36420 |
| Os10g33620                      | TTGCAGAGAAGTTGCGGATC    | TTTCACCACCGCTGAATTCC     | LOC_Os10g33620 |
| Os05g03050                      | TGAGAAAAGCGCAACAGGTC    | TTGGCTGCGTACTTGGTTTG     | LOC_Os05g03050 |
| Os09g31486                      | TTGTCAAGGTGTCAGCCAAG    | TTCAGACAAACCGCCTGAAG     | LOC_Os09g31486 |
| Os04g42260                      | AATGCTGGTGATGCTCGTTG    | AAAGATACGGAACCTCCTGCAG   | LOC_Os04g42260 |
| Os06g30950                      | ACCTTTCACTGTGCTGTTGG    | AACTGAAGCAATGCCCACTC     | LOC_Os06g30950 |
| Os02g38580                      | AGGTTGTTGAGTTCGGCTTG    | ACTGGTGCTGGCAATGTTAG     | LOC_Os02g38580 |
| Primers for Probe Amplification |                         |                          |                |
| <i>Hpt</i>                      | CTTCTGCGGGCGATTTGT      | CGTTATGTTTATCGGCACTTT    | -              |
| <i>Bar</i>                      | TGGTGTAACAAATTGACGCTT   | ACCACTACATCGAGACAAGC     | -              |

**Supplementary Table 2.** Data on the agronomic traits of all the overexpressors and KY131-N measured after the moderate drought stress treatment in the field.

| Transgenic line | Panicle number        | Yield (g)            | Biomass (g)            | Spikelet number         | Grain number            | Filling rate  |
|-----------------|-----------------------|----------------------|------------------------|-------------------------|-------------------------|---------------|
| XL22-96         | 8.50 ± 1.43 b         | <b>3.43 ± 0.60 b</b> | <b>16.41 ± 4.38 ab</b> | <b>281.30 ± 25.37 b</b> | <b>174.90 ± 17.65 b</b> | 0.62 ± 0.04 a |
| XL22-125        | <b>10.30 ± 2.06 a</b> | <b>3.38 ± 0.72 b</b> | <b>18.14 ± 6.35 a</b>  | <b>269.90 ± 55.21 b</b> | <b>182.10 ± 23.05 b</b> | 0.69 ± 0.08 a |
| XL22-128        | 8.50 ± 1.78 b         | 3.08 ± 0.78 bc       | <b>15.50 ± 2.59 b</b>  | 257.40 ± 68.71 bc       | <b>173.70 ± 46.29 b</b> | 0.68 ± 0.11 a |
| XL22-138        | <b>10.67 ± 2.29 a</b> | <b>4.20 ± 1.31 a</b> | <b>17.48 ± 3.06 ab</b> | <b>358.00 ± 70.30 a</b> | <b>217.89 ± 60.58 a</b> | 0.60 ± 0.12 a |
| CA1-OE-2        | 8.90 ± 2.38 ab        | 2.23 ± 0.73 cd       | 8.78 ± 1.83 cd         | 169.70 ± 51.82 d        | 111.10 ± 39.30 cd       | 0.65 ± 0.08 a |
| CA1-OE-4        | 7.50 ± 1.35 bc        | 2.61 ± 0.38 c        | 10.39 ± 0.93 cd        | 198.70 ± 20.58 cd       | 133.40 ± 16.57 c        | 0.67 ± 0.07 a |
| CA1-OE-19       | 7.50 ± 2.17 bc        | 2.33 ± 0.60 cd       | 10.55 ± 2.72 cd        | 176.10 ± 45.25 d        | 121.70 ± 34.96 cd       | 0.69 ± 0.09 a |
| CA1-OE-20       | 7.90 ± 1.29 bc        | 2.52 ± 0.35 c        | 11.13 ± 1.40 c         | 219.00 ± 44.75 c        | 137.20 ± 18.50 c        | 0.64 ± 0.09 a |
| SAPK6-OE-13     | 7.10 ± 1.10 bc        | 1.54 ± 0.33 d        | 9.87 ± 1.42 cd         | 150.70 ± 33.88 de       | 86.20 ± 20.63 de        | 0.57 ± 0.07 a |
| SAPK6-OE-19     | 7.70 ± 1.95 bc        | 1.75 ± 0.56 d        | 9.63 ± 1.56 cd         | 143.00 ± 35.62 de       | 95.80 ± 29.62 d         | 0.66 ± 0.10 a |
| SAPK6-OE-33     | 6.30 ± 0.82 c         | 1.49 ± 0.41 d        | 8.74 ± 1.83 cd         | 117.50 ± 17.81 e        | 78.20 ± 16.92 de        | 0.66 ± 0.08 a |
| SAPK6-OE-48     | 5.44 ± 1.94 c         | 1.14 ± 0.70 d        | 8.43 ± 1.94 d          | 95.44 ± 39.57 e         | 62.11 ± 34.45 e         | 0.63 ± 0.15 a |
| KY131-N         | 4.95 ± 2.44 c         | 1.49 ± 0.73 d        | 8.22 ± 2.95 d          | 98.63 ± 46.69 e         | 70.60 ± 35.14 e         | 0.65 ± 0.25 a |

The data is presented as mean ± SD (n=9 or 10 for each overexpressing line and n=40 for KY131-N). Lowercase letters beside each value indicate significant difference calculated via Least Significant Difference (LSD) method at  $\alpha=0.05$ . Significantly higher values in XL22 lines are highlighted in bold.

How the deposited data were processed for this re-analysis (not part of the article)

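The RNA-Seq data covered 12 samples, 1 for each of 6 transgenic lines (XL22-125 and XL22-138, CA1-OE-4 and CA1-OE-19, SAPK6-OE-19 and SAPK6-OE-33) under severe drought and under normal irrigation. Samples were grouped by overexpressor and condition, and the 2 lines of an overexpressor were the replicates. The mapping of samples was taken from the sample labels and from the methods of the paper. No sample was left out.

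The libraries were sequenced as 150-base paired-end reads on an Illumina HiSeq, and the authors processed the reads with the package Transcriptome Analysis with Reference Genomes on the BMKCloud server. The aligner, the counting program, the program for differential expression and the genome build are not stated. The authors deposited the whole-number count of each gene in each sample, without normalization and without pooling replicates. They also deposited FPKM values, which the authors computed from fragments, gene length and a sample total that includes a further scaling between samples, since the FPKM sums ranged from 590188 to 930632. A rescaled count, which the authors obtained by multiplying each count with one factor per sample, was used only to read these factors, which lay between 0.7838 and 0.9563 in the drought samples and between 1.096 and 1.293 in the normal samples. The processing by the authors therefore scaled the drought and normal samples in opposite directions, as the TMM factors did. Reads shared between near-identical genes may have been split or dropped by the authors' counting, which affects members of gene families such as dehydrins, PDR transporters and Hsps.

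From the counts, genes were filtered with filterByExpr (minimum count 10), which kept 23404 of 55627 genes. Normalization used TMM, and one model with 6 groups was fitted with glmQLFit and tested with glmQLFTest in edgeR 4.0.16 under R 4.3.3, with Benjamini-Hochberg adjustment. A drought response was called at an absolute log2 fold change of at least 1 and an adjusted p under 0.01, the thresholds of the paper. The interaction contrast between a pair of overexpressors was called at an adjusted p under 0.05 without a limit on the fold change. Comparisons of overexpressors within a condition used the thresholds of the drought response. Principal components and correlations were computed from log2 CPM with a prior count of 2. Groups I to IV were formed from the lists of up-regulated genes as in Figure 6B, and the same quantities were computed for the genes, GO loci and predicted PPIs listed in the supplementary files.

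The genes named in the text were fixed by a rule before the processed files were seen. They are the genes that the paper names by locus, the 3 up-regulated and 3 down-regulated genes of each overexpressor with the smallest adjusted p among those changed in the same direction in both lines, and the 3 genes of each pair of overexpressors with the smallest adjusted p of the interaction contrast. Gene positions are those given in the files.

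Total counts ranged from 25028360 to 31308590 per sample. The smallest amount that could be seen, 3 counts, was 0.0958 to 0.12 CPM relative to these totals. All other CPM values were scaled to the TMM-adjusted library sizes. With 2 lines per group, the precision of a fold change depended on the spread between lines (common biological coefficient of variation 14.8%). For genes with few counts, it depended on the depth as well. Which of the 2 limited it more was not tested. The pipeline was tested on simulated data, with counts drawn from the mean of each gene over all samples and the real library sizes. Only 200 genes, drawn from those above a minimum mean level, were changed, by a log2 fold change of 2 in the drought samples of XL22. For XL22, the edgeR pipeline recovered 171 of the 200 genes (85.5%) with 1 false call for a drought response. For the interaction of XL22 with CA1-OE, it recovered 160 (80%) with 15 false calls. The DESeq2 Wald test recovered 181 with 17 false calls, and 172 with 51 false calls for an interaction.

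The alternatives were DESeq2 size factors within edgeR, the DESeq2 1.42.0 Wald test, no filter on low counts, only the samples of the overexpressors compared, the line as a replicate block, the other adjusted p threshold (0.05, or 0.01 for the interaction), limma 3.58.1 on log2(FPKM + 1), and each line left out in turn. Enrichment of GO terms and KEGG pathways was not recomputed, and results from qPCR and seedling experiments were not analysed, because their data were not in the files analysed here. The field traits, which Supplementary Table 2 gives as mean and SD for each line, were not analysed either.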

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

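The choice of tests, thresholds and alternatives, and the rule for naming genes, were made before the processed files arrived, and all predictions for the tests given below were written before the tests were run.

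The drought response of XL22 differed from that of the single-gene overexpressors in a test of the difference itself. The interaction contrast passed an adjusted p of 0.05 for 434 genes between XL22 and CA1-OE (215 with a more positive and 219 with a more negative log2 fold change in XL22) and for 379 genes between XL22 and SAPK6-OE (131 and 248). Both comparisons shared 172 genes, and all 172 had the same sign. The comparisons use the same XL22 samples, so this agreement is not independent evidence. Between CA1-OE and SAPK6-OE, 0 genes passed. With the replicate block, the numbers were 177, 199 and 3. The 4 lines of XL22 and CA1-OE can be split into 2 pairs in 3 ways, and the real split gave 434 genes while both mixed splits gave 0, so that 1 of the 3 splits gave as many genes. The same held for XL22 and SAPK6-OE, with 379 genes for the real split, 0 for the others, and 1 of 3 splits with as many. For CA1-OE and SAPK6-OE, both mixed splits gave 1 gene, and 3 of the 3 splits gave at least as many as the real one. A share below 0.05 cannot be reached with 3 splits, so these counts cannot exclude that the grouping arose by chance. Over all 15 partitions of the 6 lines into 3 pairs, the real one gave 813 interaction genes in total and the others 0 to 347.

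Where the drought log2 fold change was lower in XL22, the difference lay mostly in the normal samples. Of the 219 genes with the lower value in XL22 than in CA1-OE, 194 differed more under normal conditions than under drought, with a median log2 difference between XL22 and CA1-OE of 1.24 under normal conditions and -0.0918 under drought. Against SAPK6-OE, this was so for 214 of 248 genes, with medians of 1.43 and -0.0918. The genes with the higher value in XL22 than in CA1-OE did not show this, since 112 of 215 differed more under normal conditions, with medians of -0.573 under normal conditions and 0.526 under drought. Against SAPK6-OE, 111 of 131 such genes differed more under normal conditions, with medians of -0.782 and 0.223. The 3 genes with the smallest interaction adjusted p in both comparisons had the lower value in XL22. LOC_Os06g32610 had 506 and 557 counts in XL22-125 and XL22-138 under normal conditions and 10 to 13 counts in the lines of the single-gene overexpressors. Its drought log2 fold change was -1.243 in XL22, 3.337 in CA1-OE and 2.622 in SAPK6-OE, a difference of -4.58 (adjusted p = 0.000354) and -3.866 (adjusted p = 0.000614). For LOC_Os05g06399, the differences were -4.286 against CA1-OE and -4.068 against SAPK6-OE, and for LOC_Os06g24430 they were -4.448 and -5.263, and in all 3 genes the log2 fold change was lower in both XL22 lines than in any line of the single-gene overexpressors. A direct comparison within a condition, which the paper does not report, gave 498 genes that differed between XL22 and CA1-OE under normal conditions (332 higher in XL22) against 87 under drought, and 573 that differed between XL22 and SAPK6-OE under normal conditions (378 higher in XL22) against 44 under drought.

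A candidate explanation for the lower fold changes is that genes induced by drought were already raised in XL22 under normal irrigation. To keep the choice of genes apart from the samples compared, genes up-regulated by drought in CA1-OE were compared between XL22 and SAPK6-OE under normal conditions. Their median log2 difference was 0.138, against 0.00419 for genes with no response, so the pattern was not produced by choosing genes on noisy normal samples of the same comparison. It was present in both XL22 lines, with a median of 0.13 in the line with the smaller value, so the shift of these genes did not rest on a single line. The number of interaction genes leaned more on XL22-138, the more extreme sample on PC2, with 7 and 8 genes against CA1-OE and SAPK6-OE without this line and 109 and 164 without XL22-125. The genes down-regulated by drought shifted in the opposite direction by 0.958 times as much, which was predicted for XL22 plants that stood under a mild water deficit in the normal field. In the reverse choice, with genes selected in SAPK6-OE and XL22 compared with CA1-OE, the shift of the up-regulated genes was smaller, with medians of 0.089 for these, -0.123 for the down-regulated genes and 0.00589 for the others, and a median of 0.0805 for the up-regulated genes in XL22-125. The down-regulated genes then shifted by 1.55 times as much as the up-regulated genes. A constitutive activation of drought-responsive genes by the co-overexpressed proteins could give the same shift. For the drought field, the paper describes randomized blocks, with an XL22 plot placed between plots of the single-gene families. It states that the same materials stood in the irrigated field, but not how they were arranged there. The pattern therefore cannot be told apart from a difference in water supply between plots. As a hypothesis, part of the lower fold changes of XL22 may reflect raised levels before stress. Contamination between libraries and mislabelled samples were not tested.

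Some single genes were flagged by the interaction contrast as well. SAPK6 (LOC_Os02g34600) itself rose under drought in CA1-OE, which carries no SAPK6 transgene (log2 fold change 1.78, adjusted p = 9.8e-05), and not in XL22 (-0.5052), a difference of -2.285 (adjusted p = 0.0131). XL22 had 18340 to 22686 counts of this gene and CA1-OE 427 to 2242, so that an induction of the native gene by the size seen in CA1-OE would add little to the total in XL22. LOC_Os01g12810 (0.7085), LOC_Os04g33640 (1.97), LOC_Os02g56900 (1.362) and LOC_Os09g31130 (2.285) were less strongly down-regulated in XL22 than in CA1-OE, and LOC_Os07g24230 (-0.5946) was more strongly down-regulated in XL22 than in SAPK6-OE (adjusted p = 0.0341). No technical or biological explanation was tested for these genes one by one.

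The transcript of OsbZIP46 (LOC_Os06g10880) was far more abundant in XL22 than in CA1-OE, although both carry the OsbZIP46CA1 transgene. The log2 difference under normal conditions was 3.796, with 16168 and 20112 counts in the XL22 lines and 1363 and 1227 in the CA1-OE lines, and 229 to 244 in SAPK6-OE. Both XL22 lines exceeded both CA1-OE lines in both conditions. The vectors of the 2 constructs differ, and the counts cannot separate the transgene from the native transcript. No technical explanation was tested.

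Among the 851 tested genes without a locus identifier, of which 0 appear in the 1998 rows per overexpressor that were available from the paper's gene lists, 130 were up-regulated by drought in XL22, 140 in CA1-OE and 154 in SAPK6-OE. Neither their identity nor an explanation was tested.

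The Groups of specifically up-regulated genes were weighed against a shared response that crossed the thresholds in only one of the overexpressors. It was predicted that most genes of a group would then have a positive log2 fold change in the other overexpressor and that only a minority would pass the interaction test. The interaction contrast passed for 1.32% of the Group I genes, 1.96% of the Group II genes and 0 of the Group IV genes, and 93.9%, 96.4% and 95.3% of the genes had a positive log2 fold change in the other overexpressor. The 0 for Group IV cannot count for the prediction, since 0 of all tested genes passed between CA1-OE and SAPK6-OE (smallest adjusted p 0.0761). The 1.32% and 1.96% cannot count for it either. Over all tested genes, the contrast passed with a more positive value in XL22 for only 215 genes against CA1-OE and 131 against SAPK6-OE. A majority of the 606 Group I and 561 Group II genes could therefore not have passed. The lines of each comparison were also regrouped into mixed pairs, each joining lines of both overexpressors. The genes up-regulated in one mixed pair and not in the other then numbered 412 to 625 for XL22 and CA1-OE, 306 to 609 for XL22 and SAPK6-OE, and 420 to 693 for CA1-OE and SAPK6-OE. Group I (606 genes), Group II (561) and Group III (624) fell within these ranges, whereas Group IV (744) lay above its range, as did the 1051 genes up-regulated in CA1-OE and the 1126 in SAPK6-OE that were not up-regulated in XL22. A shared response that crosses a threshold is thus a candidate explanation for most genes of Groups I and II. The number of Group IV genes was larger than mixed pairs of CA1-OE and SAPK6-OE lines gave. When XL22 lines could be joined in the pairs too, comparisons with both pairs mixed gave 284 to 833 such genes. The 744 Group IV genes lay within this wider range, so the mixed pairs do not decide whether their number is unusual. The test cannot separate a shared response from real differences that are too small for 2 lines per group.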

How the results depend on the processing

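Of the 28 main results, 10 were unchanged under every alternative, where a count of genes was taken as unchanged within 1.5 times its main value. These were the down-regulated genes of all 3 overexpressors, the up-regulated genes of CA1-OE, those shared by XL22 and CA1-OE, and 5 of the 8 transgene contrasts. DESeq2 size factors within edgeR changed no main result.

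The tests of a difference between overexpressors depended most on the method. With the DESeq2 Wald test, the interaction genes numbered 1363 for XL22 and CA1-OE, 1139 for XL22 and SAPK6-OE and 373 for CA1-OE and SAPK6-OE, against 434, 379 and 0. XL22 differed from CA1-OE in 951 genes under normal conditions and 301 under drought, and from SAPK6-OE in 986 and 275, against 498, 87, 573 and 44. Without the filter on low counts, the corresponding numbers were 1219, 998 and 240, and 979, 298, 1004 and 277. Both settings change how the spread between lines is estimated for the tested genes, and the DESeq2 Wald test gave more false calls in the simulated data (51 against 15 for an interaction). With the replicate block, which removes differences between lines that are common to both conditions and costs degrees of freedom, the interaction genes were 177, 199 and 3. At an adjusted p threshold of 0.01, only 29 and 45 interaction genes remained for XL22 against CA1-OE and SAPK6-OE, so most of them had an adjusted p between 0.01 and 0.05. At a threshold of 0.05, XL22 differed from CA1-OE in 1124 genes under normal conditions and 279 under drought, and from SAPK6-OE in 1177 and 201. With only the samples of the overexpressors compared, 237 interaction genes were found for XL22 and CA1-OE, XL22 differed from CA1-OE in 283 genes under normal conditions and 42 under drought, and XL22 differed from SAPK6-OE in 70 under drought.

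The limma test of log2(FPKM + 1), which shrinks the fold changes of weakly expressed genes through the added 1, gave 2207 up-regulated genes in XL22 and 2449 in SAPK6-OE, with 1765 shared by XL22 and SAPK6-OE and 2028 shared by CA1-OE and SAPK6-OE. Group I then held 363 genes and Group IV 421, and 5 interaction genes were found for CA1-OE and SAPK6-OE.

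Leaving out a line leaves 1 sample per condition for that overexpressor. Across the fits that each left out one line, the up-regulated genes of SAPK6-OE ranged from 2541 to 2835, Group I from 216 to 994, Group II from 241 to 1012, Group III from 368 to 1181 and Group IV from 171 to 1335 genes. The interaction genes ranged from 7 to 441 for XL22 and CA1-OE, from 8 to 164 for XL22 and SAPK6-OE, and from 0 to 12 for CA1-OE and SAPK6-OE, with the lowest values for XL22 (7 and 8) in the fits without XL22-138. The genes that differed between XL22 and CA1-OE ranged from 107 to 362 under normal conditions and from 12 to 64 under drought, and those between XL22 and SAPK6-OE from 123 to 411 and from 6 to 13.

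For the transgenes, the log2 difference in OsbZIP46 transcript between CA1-OE and SAPK6-OE under normal conditions was 2.5464 with only their samples, no longer past an adjusted p of 0.01, and 2.3543 to 2.7153 with a line left out. Under drought it was 1.1352 with the DESeq2 Wald test and 1.1355 without the filter, now past 0.01. The log2 difference in SAPK6 transcript between XL22 and CA1-OE under drought was 3.1548 to 3.1998 with a line left out.

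Of 93 results for named genes, 59 were unchanged under every alternative. Among their 786 values under the alternatives, 32 were weaker, 22 were stronger and 8 had the opposite sign. All 8 came from leaving out a line and none had a small adjusted p, since the main values were small as well. The drought log2 fold change of SAPK6 (LOC_Os02g34600) in SAPK6-OE ranged from -0.049545 to 0.7837, and that of RAB21 (LOC_Os11g26790) in XL22 from -0.15792 to 4.4001. The difference between XL22 and CA1-OE ranged from -3.5562 to 3.5556 for LOC_Os04g42260, with -0.61729 without XL22-138, and from -0.37538 to 0.79278 for LOC_Os06g30950. The difference between XL22 and SAPK6-OE ranged from -0.070556 to 0.67892 for LOC_Os09g31486 and from -0.10538 to 0.16564 for LOC_Os09g36420, with -0.020601 without XL22-125.

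The replicate block was not run because the line is nested in the overexpressor for the comparisons of overexpressors within a condition and for the transgene contrasts, and a block on the line would remove the difference itself. Other pseudocounts were not run because the files hold counts. Where counts are low, as for LOC_Os04g42260 with 0 to 2 counts in the normal samples, the fold change is poorly determined. The tests of differences between overexpressors rest on 2 lines per group. Whether the number of lines or the depth of 25028360 to 31308590 counts per sample limits them more was not tested.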

Differences from the paper's values

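The number of Group III genes was 624 in the main fit, against the paper's 398. Of the alternatives set before the files arrived, the replicate block (572), limma on log2(FPKM + 1) (540), only the samples of the overexpressors compared (592), and the fits without CA1-OE-4 (368) and without CA1-OE-19 (507) fell within 1.5 times the paper's number. DESeq2 size factors within edgeR (625), the DESeq2 Wald test (608), no filter on low counts (655), an adjusted p threshold of 0.05 (734), and the fits without SAPK6-OE-19 (1181) and without SAPK6-OE-33 (1180) did not.

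The drought log2 fold change of LOC_Os04g42260 in XL22 was 4.4928 in the main fit, against the paper's 5.80766 in its supplementary list, with an SD of 0.699 between the 2 lines. None of the alternatives set before the files arrived closed this gap. The values were 4.5029 with DESeq2 size factors, 4.6423 with the DESeq2 Wald test, 4.5123 without the filter, 4.5317 with the replicate block, 4.507 with only the XL22 samples, 0.50292 with limma on log2(FPKM + 1), 7.8229 without XL22-125 and 3.6614 without XL22-138.

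The paper lists LOC_Os04g42260, LOC_Os02g38580 and LOC_Os06g30950 among the genes up-regulated in XL22 and not in CA1-OE. In the fit to the counts, their log2 fold changes in CA1-OE were 4.267, 1.864 and 1.192, with edgeR adjusted p-values of 0.00307, 0.00078 and 0.00216, so that they passed the thresholds in both in the main fit. Settings under which a gene was not up-regulated in CA1-OE, as in the paper, were the replicate block for LOC_Os04g42260 (adjusted p = 0.0126 in CA1-OE) and LOC_Os06g30950 (0.0105), only the samples of the overexpressors compared for LOC_Os02g38580 (0.0118) and LOC_Os06g30950 (0.0276), the fit without CA1-OE-4 for LOC_Os04g42260 (0.0611) and LOC_Os02g38580 (0.0153), and the fit without CA1-OE-19 for LOC_Os06g30950 (0.0758). With limma on log2(FPKM + 1), the log2 fold changes in CA1-OE were 0.43624, 0.53783 and 0.58196, but those in XL22 (0.50292, 0.64786 and 0.80015) were also under 1.

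The paper describes its nodes as the proteins with the most interaction partners in each group. In the supplementary list of predicted pairs, LOC_Os09g31486 (14 partners) ranked 9 and LOC_Os06g30950 (13 partners) ranked 11 in Group I. In Group II, LOC_Os09g36420, LOC_Os10g33620 and LOC_Os09g31486 ranked 4, 5 and 8, so that proteins that are not marked as nodes had more partners in both groups.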

Other observations

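The number of up-regulated genes was higher in SAPK6-OE (3876) than in CA1-OE (3756), a ratio of 1.032. It was predicted that, if depth produced the difference, the ratio would stay under a fixed bound close to 1 once all samples were thinned to the lowest total of 25028360 counts. After thinning, 3784 and 3690 genes were up-regulated, a ratio of 1.025. Since the ratio was already under that bound before thinning, the test cannot tell whether depth plays a part, and the difference in gene number is small.

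The large difference between drought and normal samples was tested against technical explanations. Without the 50 most abundant genes, 3306 genes were up-regulated in XL22, against 3311 with them, so these 50 genes did not set the number in XL22. Other differences in composition between the conditions were not tested. The correlation between gene length and drought log2 fold change, across genes, was weak, with Spearman's rho of 0.048, 0.0597 and 0.0264 in XL22, CA1-OE and SAPK6-OE. GC content was not tested, since no genome sequence was used here, and a difference between sequencing batches was not tested, since no batch is recorded. Because all stressed plants stood in one field and all irrigated plants in another, these data cannot separate the drought response from other differences between the fields.

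The RNA-Seq samples also show the transgene levels in the field-grown leaves. The OsbZIP46 transcript exceeded that of SAPK6-OE by a log2 difference of 6.3423 in XL22 and 2.5459 in CA1-OE under normal conditions, and by 5.2633 and 1.1387 under drought. The last of these had an adjusted p of 0.0332 from edgeR, above the threshold of 0.01, but passed it with the DESeq2 Wald test (1.1352) and without the filter on low counts (1.1355). The SAPK6 transcript exceeded that of CA1-OE by 5.4629 in XL22 and 5.1295 in SAPK6-OE under normal conditions, and by 3.1779 and 3.7726 under drought.

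The dehydrin genes RAB21 (LOC_Os11g26790) and RAB16B (LOC_Os11g26780), which lie close together on chromosome 11, differed between the XL22 lines under normal conditions. RAB21 had 108 counts in XL22-125 and 1963 in XL22-138, against 0 to 15 in the 4 lines of the single-gene overexpressors. Under drought it had 1519 to 4047 counts in all 6 lines. Its drought log2 fold change was 0.9372 (adjusted p = 0.361) in XL22, 7.351 in CA1-OE and 9.375 in SAPK6-OE, and the interaction adjusted p-values were 0.091 and 0.0691. RAB16B had 19 and 143 counts in the XL22 lines under normal conditions and 0 to 9 in the others, and log2 fold changes of 3.575, 7.362 and 8.936. Reads shared between these related genes could not be examined in the files.

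OsActin (LOC_Os03g50885), which the paper amplified to check the quality of the cDNA, had drought log2 fold changes of -1.167 in XL22, -1.066 in CA1-OE and -0.7677 in SAPK6-OE, and was lower under drought in all 6 lines. The ubiquitin gene LOC_Os03g13170, the internal control of the qPCR, changed less, with log2 fold changes of -0.3922, -0.2455 and -0.2569 (adjusted p = 0.00344, 0.0344 and 0.0282 from edgeR). Its counts before normalization were higher under drought in every line, such as 5244 against 4724 in XL22-125, at totals of 30009408 and 30633722. The sign of this small change therefore rests on the TMM factors, and a fall of this gene is not established.

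In a count made after the values were seen, 3 genes had at least 100 counts in every SAPK6-OE sample and at most 3 in every CA1-OE sample, 2 had this pattern between SAPK6-OE and XL22, and 0 in the other directions. No explanation was tested for them.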
